# A genome-wide landscape of mRNAs, lncRNAs, and circRNAs during subcutaneous adipogenesis in pigs

**DOI:** 10.1186/s40104-018-0292-7

**Published:** 2018-11-01

**Authors:** Xin Liu, Kaiqing Liu, Baosen Shan, Shengjuan Wei, Dongfeng Li, Haiyin Han, Wei Wei, Jie Chen, Honglin Liu, Lifan Zhang

**Keywords:** CircRNA, LncRNA, mRNA, Pig, Preadipocyte differentiation, RNA-Seq

## Abstract

**Background:**

Preadipocyte differentiation plays a critical role in subcutaneous fat deposition in pigs. However, the roles of different RNAs, such as messenger RNAs (mRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs) in the differentiation process of subcutaneous preadipocytes, are still largely unclear. In the present study, a transcriptome analysis, including the analysis of mRNAs, lncRNAs, and circRNAs, during different differentiation stages, namely, day 0 (D0), day 2 (D2), day 4 (D4), and day 8 (D8), of subcutaneous preadipocytes from Chinese Erhualian pigs was performed.

**Results:**

A total of 1554, 470, 1344, 1777, and 676 differentially expressed (DE) mRNAs, 112, 58, 95, 136, and 93 DE lncRNAs, and 902, 787, 710, 932, and 850 DE circRNAs were identified between D2 and D0, between D4 and D2, between D8 and D4, between D4 and D0, and between D8 and D0, respectively. Furthermore, functional enrichment analysis showed that the common DE mRNAs during the entire differentiation process were mainly involved in lipid metabolic and cell differentiation processes. Additionally, co-expression network analysis identified the potential lncRNAs related to adipogenesis, e.g., MSTRG.131380 and MSTRG.62128.

**Conclusions:**

Our study provides new insights of the expression changes of RNAs during adipogenic differentiation, which might contribute to the phenotype of subcutaneous adipogenesis. These results greatly improve our understanding of the molecular mechanisms regulating subcutaneous fat deposition in pigs.

**Electronic supplementary material:**

The online version of this article (10.1186/s40104-018-0292-7) contains supplementary material, which is available to authorized users.

## Background

Being a crucial part of body energy metabolism and the endocrine system, subcutaneous fat plays an important role in the growth and meat quality of pigs. On one hand, excessive subcutaneous fat deposition in pigs, especially in obese pig breeds, greatly decreases the growth performance and production efficiency, which results in high costs of feeding and production. On the other hand, a sufficient layer of subcutaneous fat is necessary to obtain high quality processed products such as dry-cured hams [1, 2]. Additionally, the thickness of subcutaneous fat has been reported to positively correlate with intramuscular fat (IMF) in the longissimus dorsi and gluteus medius muscles [3]. Therefore, understanding the mechanism of subcutaneous fat formation would be greatly beneficial to improve the production efficiency and meat quality. Because the increase in the size of porcine adipocytes is closely related with adipose tissue expansion, controlling subcutaneous preadipocyte differentiation could be considered a good strategy for regulating subcutaneous fat management.

In recent years, two main types of noncoding RNAs (ncRNAs), including long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs), have been regarded as key regulators, because they play a vital role in regulating gene expressions at the transcriptional and post-transcriptional levels [4, 5]. LncRNAs are one class of ncRNAs that are longer than 200 nucleotides in length, but contain no open reading frames [6]; they have been revealed to affect preadipocyte differentiation by regulating adipogenic-related key genes such as *PPARG* and *CEBPA* in humans and mice [7–9], demonstrating that lncRNAs might have an essential role in adipogenesis. CircRNAs are a unique class of ncRNAs with a covalently closed continuous loop without 5′ caps and 3′ tails; they have been shown to be widely expressed in animal tissues and cells [10]. More interestingly, certain circRNAs have tissue-specific and stage-specific expression patterns [11], indicating that circRNAs would be a specific type of regulator in cell or tissue development processes. Additionally, accumulating evidences indicate that circRNAs have an important role in mammalian cell differentiation [12, 13]. However, thus far, the functions of lncRNAs and circRNAs in porcine subcutaneous preadipocyte differentiation are still largely unknown.

Previously, several studies discovered the messenger RNA (mRNA) or microRNA (miRNA) expression profiles of subcutaneous tissues between high and low backfat pigs [14, 15]. Furthermore, the changes of mRNAs in subcutaneous preadipocytes during adipogenic differentiation were studied in pigs and mice [16, 17]. Moreover, lncRNAs related to castration-induced subcutaneous fat changes were identified in Huainan male pigs [18]. However, the expression profiling of RNAs during porcine subcutaneous preadipocyte differentiation has not yet been well studied. For example, the mRNA transcriptome analysis of porcine subcutaneous preadipocytes during their differentiation is only performed at the early and middle stages of differentiation in Large White pigs [16]. Furthermore, little is known about the expression characteristics of lncRNAs and circRNAs during adipogenic differentiation. Accordingly, it is necessary to further analyze the expression patterns of RNAs, including coding and noncoding RNAs, during porcine subcutaneous preadipocyte differentiation. Additionally, as a typical indigenous pig breed with plenty of subcutaneous fat, the Chinese Erhualian pig is a good model for studying subcutaneous fat formation. As such, the expression characters of mRNAs, lncRNAs, and circRNAs during different differentiation stages (day 0 (D0), day 2 (D2), day 4 (D4), and day 8 (D8)) of subcutaneous preadipocytes in Erhualian pigs were investigated using RNA sequencing (RNA-Seq) technology. Our results demonstrate the genome-wide changes of molecular events during adipogenic differentiation, thus giving us newer insights regarding subcutaneous fat management of pigs.

## Methods

### Animals

Three five-day-old Chinese Erhualian piglets were purchased from Changzhou Erhualian Pig Production Cooperation (Changzhou, Jiangsu, China). The experimental procedures were approved by the Institutional Animal Care and Use Committee of Nanjing Agricultural University.

### Preadipocyte culture and differentiation

Newly isolated subcutaneous adipose tissue from each piglet was washed thrice with phosphate-buffered saline (PBS). Then, the tissue was minced and digested with 1 mg/mL collagenase type I (Invitrogen, Carlsbad, CA, USA) at 37 °C for 60 min, followed by filtration through a 200 μm nylon mesh for removing the undigested fractions. The filtrated solution was centrifuged at 1,000 r/min for 10 min to collect the preadipocytes, and then, the cells were cultured in Dulbecco’s modified Eagle’s medium/Ham’s F-12 (DMEM-F12) growth medium containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin at 37 °C with an atmosphere of 5% CO_2_. After the preadipocytes reached confluence (D0), the DMI hormone cocktail (1 μmol/L dexamethasone, 0.5 mmol/L 3-isobutyl-1-methylxanthine, and 5 μg/mL insulin) was added to the growth medium to induce the cell differentiation for 2 d. Next, the cells were subjected to maintenance medium (growth medium supplemented with 5 μg/mL insulin) for an additional 2 d. After that, the growth medium was changed every alternate day until adipocyte maturation.

### Oil Red O staining and triglyceride assay

After removing the culture medium, the adipocytes were washed thrice with PBS and fixed in 10% formaldehyde for 15 min. Next, the cells were washed thrice with PBS, and then stained with Oil Red O for 20 min. Finally, the cells were washed thrice with PBS and photographed using an inverted microscope (Leica, Wetzlar, Germany). The absorbance values of Oil Red O-stained cells were measured at the wavelength of 510 nm to quantify the lipid accumulation. Meanwhile, triglyceride contents were determined using a commercial triglyceride assay kit (Applygen, Beijing, China), according to the manufacturer’s protocol.

### RNA extraction, library preparation, and sequencing

Total RNA was isolated at each time point (D0, D2, D4, and D8) using the Trizol reagent (Invitrogen, Carlsbad, CA, USA). The qualities and quantities of the RNA were measured using Bioanalyzer 2100 (Agilent Technologies, Santa Clare, CA, USA) and 1% agarose gel electrophoresis, which showed that the RNA integrity number (RIN) values of all samples were 10. Ribosomal RNA from each sample was removed using the Ribo-Zero™ GoldKits (Epicentre, Madison, WI, USA). Equal amounts of total RNA of the same stage of differentiation from three Erhualian piglets were pooled into one sample. Then, cDNA libraries were prepared using a NEB Next Ultra Directional RNA LibraryPrep Kit (NEB, Ispawich, MA, USA), according the manufacturer’s instructions and sequenced using the Illumina HiSeq X Ten system (Illumina, San Diego, CA, USA).

### Identification of lncRNA and circRNA

Low-quality and adaptor-polluted reads were firstly removed from the raw data. The clean reads from each sample were aligned onto the pig reference genome (*Sus scrofa* 11.1) using the HiSAT2 v2.0.5 program [19]. In addition, because the sequences of circRNA cannot be directly aligned to the reference genome, the slicing alignment was mapped to the genome for obtaining the circRNA using the Burrows-Wheeler Aligner-maximal exact match (BWA-MEM) algorithm [20]. The candidate lncRNAs were identified using the following criteria: 1) transcripts were filtered by removing those shorter than 200 nt, those with less than two exons, and those with a read coverage less than five in all samples, to avoid unreliable transcripts or those with inconsistent lengths, and sequences consisting of the known mRNAs and other non-coding RNAs (ribosomal RNA (rRNA), transfer RNA (tRNA), small nucleolar RNA (snoRNA), and small nuclear RNA (snRNA)); 2) putative lncRNAs for their protein-coding ability were determined using four approaches, including coding-non-coding index (CNCI), coding potential calculator (CPC), protein folding domain database (PFAM), and coding potential assessing tool (CPAT). Finally, the remaining transcripts were defined as novel lncRNAs. Furthermore, the candidate circRNAs were recognized using the CIRI (circRNA identifier) algorithm [21]. In brief, paired chiastic clipping, paired-end mapping, and GT-AG splicing signals were discovered via scanning the above obtained slicing alignments. Next, the alignment files were scanned again using a dynamic programming algorithm for detecting additional junction reads and eliminating false positive circRNA candidates. The final circRNAs were obtained by retaining sequences with ≥2 junction reads.

### Analysis of differentially expressed (DE) genes

The fragments per kilobase of transcript per million reads mapped (FPKM) value was used to estimate the expression levels of mRNAs and lncRNAs, while the spliced reads per billion mapping (SRPBM) value was utilized to determine the amount of circRNAs [22]. Genes with an FPKM or SRPBM value of < 1 in no less than 50% of samples were defined as unreliably expressed genes, while those with an FPKM or SRPBM value of ≥1 in more than 50% of samples were considered as reliably expressed genes. Differentially expressed (DE) genes including mRNAs, lncRNAs, and circRNAs were analyzed using DEGseq v1.18.0 [23], which defined DE genes as reliably expressed genes with |log_2__ratio| ≥ 1 and false discovery rate (FDR) < 0.05 between any two groups. Meanwhile, genes differentially expressed in three comparisons (D2 versus D0, D4 versus D0, and D8 versus D0) were defined as common DE genes.

### Gene ontology (GO) analysis

The function of DE lncRNAs was predicted by the GO analysis of their *cis*- and *trans*-target mRNAs, which were screened based on their genomic positional relation 50 kilobase pairs (kb) upstream and 50 kb downstream, for *cis*-target mRNAs and based on the Pearson correlation coefficient of lncRNA-RNA pairs being ≥0.9, for *trans*-target mRNAs. The function of DE circRNAs was revealed via GO analysis of their parental genes. In brief, all genes were firstly mapped to GO terms using the Gene Ontology database (http://www.geneontology.org), and then, the functional enrichment analysis was performed using Omicshare tools (www.omicshare.com/tools). Terms with *P*-values less than 0.01 and more than 3 matching genes were identified as significant or enriched terms.

### Co-expression network construction

The co-expression network of common DE lncRNAs with their *cis*- and *trans*-target common DE mRNAs was constructed using the Cytoscape software (v3.2.1) to explore the function of key lncRNAs [24].

### Quantitative real-time RT-PCR

Primers used in quantitative real-time RT-PCR (qRT-PCR) were listed in Additional file 1. Three RNAs samples per differentiation stage were reverse transcribed using a PrimeScript™ Master Mix (Takara, Dalian, China), according to the manufacturer’s instructions. Next, qRT-PCR was performed using SYBR Premix Ex Taq™ (Takara, Dalian, China) on the StepOnePlus™ Real-time PCR System (Applied Biosystems, Foster City, CA, USA). The reaction conditions were as follows: denaturation for 30 s at 95 °C, followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. Meanwhile, *RPLP0* (ribosomal protein lateral stalk subunit P0), *PPIA* (peptidylprolyl isomerase A), and *HPRT1* (hypoxanthine phosphoribosyltransferase 1) were used as the normalization controls, and the experiments were performed in triplicate. The 2^-ΔΔCT^ method was used to calculate the relative gene expression levels.

### Statistical analysis

Statistical analysis of the data from triglyceride and qRT-PCR assay was performed using the SPSS software (version 20.0). Statistical comparison among the groups was analyzed using one-way analysis of variance (ANOVA), followed by Tukey’s multiple comparison test. *P*-values less than 0.05 were considered significant, while *P*-values less than 0.01 or 0.001 were considered highly significant.

### Data accessibility

The sequencing data have been submitted to the Gene Expression Omnibus (GEO) database (accession number GSE114583).

## Results

### Phenotypic changes during preadipocyte differentiation

Compared to the cell shapes in the initial phase (D0), the preadipocytes gradually turned from fibrous into a spherical shape at D2. Subsequently, lipid droplets were visibly observed at D4 and gradually increased until D8 (Fig. 1a). In accordance with the results of the adipocyte shapes, the triglyceride levels progressively accumulated, accompanying the increase of the differentiation process (Fig. 1b-c). These data indicate that the subcutaneous preadipocyte differentiation process is normal and can be further analyzed.

**Fig. 1:**
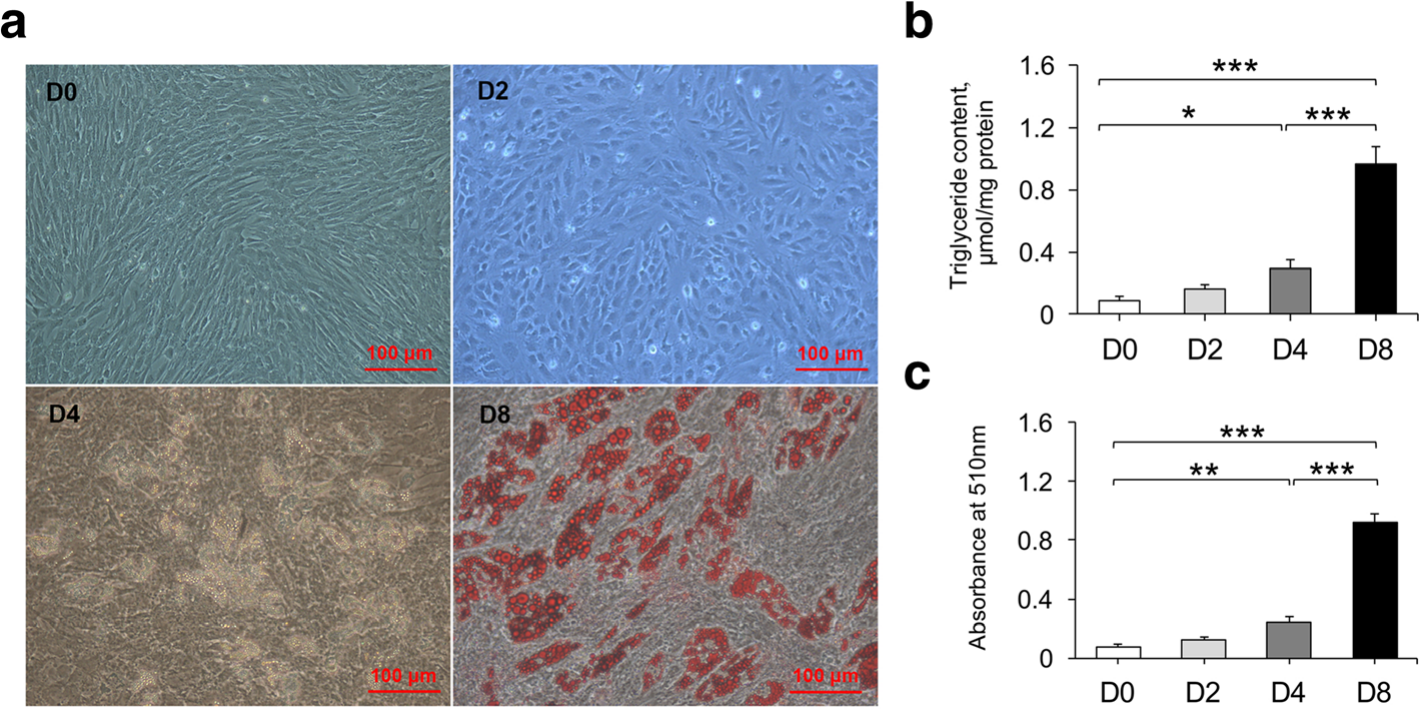
In vitro adipocyte differentiation. Adipocytes were obtained from the subcutaneous adipose tissue of three five-day-old Chinese Erhualian pigs and collected at four differentiation stages: D0, D2, D4, and D8. (**a**) Enlarged adipocyte photos during the differentiation (D0, D2, D4, and D8; D8 with Oil Red O staining) (200×). (**b**) Triglyceride contents at the different stages of differentiation were measured using a triglycerol assay kit. (**c**) Absorbance values of destained Oil Red O extracted from the cells at 510 nm. Data are represented as mean ± SD, *n* = 3 per group. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001

### Characters of RNA-seq

After quality control, a total of 155981654, 137762268, 168562368, and 119115476 clean reads with greater than 94.80% of Q30 were obtained in D0, D2, D4, and D8, respectively (Table 1). 

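The expression of mRNAs, lncRNAs and circRNAs was measured in 4 libraries, 1 each for D0, D2, D4 and D8, that is on days 0, 2, 4 and 8 after the hormone cocktail was added to confluent subcutaneous preadipocytes. For each stage, equal amounts of total RNA from 3 piglets were pooled before a single strand-specific library was made from rRNA-depleted RNA, so that there are no replicates and every difference between stages is also a difference between 2 libraries. The authors deposited 1 value per gene and library, which is FPKM for the 22944 mRNAs, lncRNAs and other genes and SRPBM for the 8623 circRNAs. FPKM is the number of fragments on a gene, scaled by the length of the gene and by the total of fragments counted in the library. The library totals used for FPKM were computed from the read counts and normalized counts in the paper's lists of DE genes (Additional files 3, 4, 5, 6 and 7). They were 75387428 at D0, 54987801 at D2, 74358922 at D4 and 54128151 at D8, whereas the paper's Table 1 counts both reads of a pair. With these totals, a gene length in whole bases was found for all 22944 genes at which the 4 FPKM values of the gene correspond to whole reads. For the genes in the paper's lists, 96.3% of 8971 read numbers found in this way were equal to the paper's counts, and for the others the length behind the paper's counts was used instead. Protein-coding genes held 79.1% of the reads at D0, 71.1% at D2, 76.1% at D4 and 73.4% at D8. The remainder was unevenly spread, since the signal recognition particle RNA gene LOC102723301 alone held 12.4% of the reads at D0, 17.1% at D2, 12.5% at D4 and 16.5% at D8. Ratios of FPKM between 2 libraries were computed as log2(FPKM + 0.01). The 95% intervals given with a log2 ratio come from the read numbers of the gene in the 2 libraries and cover counting error only, since neither the spread between piglets nor that between library preparations was measured. For the processes named by the paper, the median log2 ratio of a list of genes was set beside the medians of 10000 random lists of the same size matched on mean FPKM, and its percentile among them describes these libraries without a p-value.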

Among them, a total of 97.49%, 97.60%, 97.66%, and 97.88% reads from D0, D2, D4, and D8, respectively, were mapped to the pig reference genome (*Sus scrofa* 11.1) (Table 1). Additionally, BWA-MEM was used for sequence split comparison to accurately identify circRNAs; a mapping rate of more than 99.91% from each sample was discovered (Table 1).

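The authors deposited SRPBM for circRNAs, the number of reads across the back-splice junction scaled by all reads mapped by BWA-MEM. A single junction read was worth 6.42 SRPBM at D0, 7.27 at D2, 5.94 at D4 and 8.40 at D8, and multiplied by the mapped reads of the paper's Table 1, 100% of the deposited values were whole numbers of junction reads. In total 53207 junction reads were found at D0, 43989 at D2, 51074 at D4 and 37480 at D8. The smallest value above 0 was 2 junction reads in each of the 4 libraries, as set by the authors' minimum. The median circRNA with a value above 0 had 8 junction reads at D0, 7 at D2, 7 at D4 and 5 at D8, and the largest had 855, 559, 907 and 785 junction reads, respectively. Between 2 and 4 junction reads were found for 931 circRNAs at D0, 994 at D2, 1222 at D4 and 1553 at D8. With 3 reads taken as the smallest number that the depth can show, the floor was 19.3 SRPBM at D0, 21.8 at D2, 17.8 at D4 and 25.2 at D8, and a circRNA listed at 0 was not detectable at this depth rather than shown to be absent. DE circRNAs were called from the junction reads of 2 libraries with the MARS formula of DEGseq, Benjamini-Hochberg FDR under 0.05 and a ratio of at least 2 after scaling by the total of junction reads, with 0 reads set to 1. The test compares 2 libraries and not 2 stages.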

**Table 1:** Basic data of sequencing in four stages of adipocyte differentiation

Terms	D0	D2	D4	D8
Raw reads number	189,475,072	165,990,894	201,125,216	139,876,842
Clean reads number	155,981,654	137,762,268	168,562,368	119,115,476
Clean reads rate, %	82.32	82.99	83.81	85.16
Clean Q30 bases rate, %	94.99	94.80	94.81	95.35
Mapped reads	152,068,735	134,451,565	164,621,381	116,588,244
	(155,834,560)	(137,634,429)	(168,443,435)	(119,037,090)
Mapping rate, %	97.49	97.60	97.66	97.88
	(99.91)	(99.91)	(99.93)	(99.93)

The values outside the brackets represent the reads and proportion that were compared to those in the pig reference genome (*Sus scrofa* 11.1) using the HiSAT2 program, while the values inside the brackets represent the reads and proportion that were compared to those in the pig reference genome (*Sus scrofa* 11.1) using the BWA-MEM algorithm

### Gene expression profiles during preadipocyte differentiation

A total of 16192 mRNAs, 5615 lncRNAs, and 8623 circRNAs were obtained from four stages (D0, D2, D4, and D8) of differentiation. 

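The deposited values covered 16192 mRNAs, 5615 lncRNAs and 8623 circRNAs. Values above 0 were found for 14663 mRNAs at D0, 14467 at D2, 14868 at D4 and 14723 at D8. Among the lncRNAs, 3951 were above 0 at D0, 3665 at D2, 4125 at D4 and 3977 at D8, and only 620, 601, 613 and 534 of them reached FPKM 1. For circRNAs the corresponding numbers above 0 were 3938, 3600, 4185 and 3960, and each of these also passed SRPBM 1, because 2 junction reads were already worth more than this value. The positions in the files were those of the pig reference genome named by the paper, and 20259 of the 22944 genes with FPKM were paired with the reference annotation of that build by symbol, start and end. A gene on the same strand around both ends of the junction was found for 8358 circRNAs (96.9%), which were spread over 3362 parental genes.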

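The 5615 lncRNAs comprised 3084 annotated lncRNAs and 2531 newly assembled lncRNAs with MSTRG identifiers. Of the newly assembled lncRNAs, 1625 (64.2%) were labelled as lincRNAs and 906 (35.8%) as antisense lncRNAs. The antisense lncRNAs held 0.912% of all reads at D0, 1.80% at D2, 2.04% at D4 and 0.837% at D8, and the lincRNAs held 0.448%, 0.401%, 0.308% and 0.353%, respectively. The classes of circRNAs in Fig. 2b were not analysed here.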

LincRNAs and classic circRNAs accounted for the maximum proportion of novel lncRNAs and circRNAs, respectively (Fig. 2a-b). 

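At a value of at least 1 in at least 3 of the 4 libraries, 9191 mRNAs (56.8%), 430 lncRNAs (7.66%) and 2172 circRNAs (25.2%) were retained. The lncRNAs comprised 208 annotated lncRNAs, 127 lincRNAs and 95 antisense lncRNAs. The threshold acted differently on the 2 units, since FPKM 1 removed most lncRNAs, whereas for circRNAs it required no more than 2 junction reads in 3 libraries. The median reliably expressed circRNA had 10 junction reads at D0, 9 at D2, 9 at D4 and 7 at D8. The number of circRNAs was also the one that depended most on the number of libraries, with 3771 circRNAs at a value of at least 1 in at least 2 libraries and 1117 in all 4 libraries.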

Based on an FPKM or SRPBM value of ≥1 in more than 2 groups, 9191 mRNAs, 430 lncRNAs (including 208 annotated lncRNAs and 222 novel lncRNAs), and 2172 circRNAs were identified as reliably expressed genes (Fig. 2c and Additional file 2). Furthermore, five comparison groups (D2 vs D0, D4 vs D2, D8 vs D4, D4 vs D0, and D8 vs D0) were set to discover the differentially expressed (DE) genes during the differentiation. A total of 2758 mRNAs, 230 lncRNAs, and 1760 circRNAs were defined as DE genes among these comparison groups (Fig. 3a-c). 

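On the ratios of FPKM, 2747 mRNAs and 229 lncRNAs differed at least 2-fold in at least one of the 5 comparisons, and 1294 circRNAs passed the ratio and the FDR on junction reads. When the MARS test of DEGseq was also applied to the reads recovered for mRNAs and lncRNAs, an alternative chosen after seeing the data and resting in part on the paper's own counts, 2758 mRNAs and 230 lncRNAs were DE. Its FDR removed none of the mRNAs that differed at least 2-fold, so that the number of DE mRNAs was set by the ratio. Between 75.3% (D4 vs D2) and 88.6% (D4 vs D0) of the 9191 mRNAs had an FDR under 0.05, down to ratios of 1.01, since with 1 library per stage the test takes counting error as the only source of variation. The filter on low FPKM had the largest effect on these numbers, with 8220 mRNAs and 4810 lncRNAs differing at least 2-fold without it.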

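By the ratio of FPKM, 1545 mRNAs differed at least 2-fold between D2 and D0 (613 upregulated and 932 downregulated), 467 between D4 and D2 (390 and 77), 1335 between D8 and D4 (407 and 928), 1768 between D4 and D0 (958 and 810) and 669 between D8 and D0 (331 and 338). The median ratio of these mRNAs, in either direction, lay between 2.45 (D8 vs D4) and 2.85 (D2 vs D0). The corresponding numbers of lncRNAs were 111 (60 upregulated and 51 downregulated), 58 (25 and 33), 94 (29 and 65), 136 (71 and 65) and 92 (28 and 64). On junction reads, 588 circRNAs were DE between D2 and D0 (338 upregulated and 250 downregulated), 436 between D4 and D2 (192 and 244), 315 between D8 and D4 (159 and 156), 658 between D4 and D0 (334 and 324) and 473 between D8 and D0 (246 and 227). No junction read was found in one of the 2 libraries for 307 of the DE circRNAs between D2 and D0, 208 between D4 and D2, 130 between D8 and D4, 296 between D4 and D0 and 234 between D8 and D0. In the library with more reads, the median DE circRNA had between 17 and 19 junction reads. With a ratio of at least 1.5 and an unadjusted p-value under 0.05 from the same formula, 850, 746, 663, 878 and 812 circRNAs passed in the same order of comparisons.

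**Figure D1:**
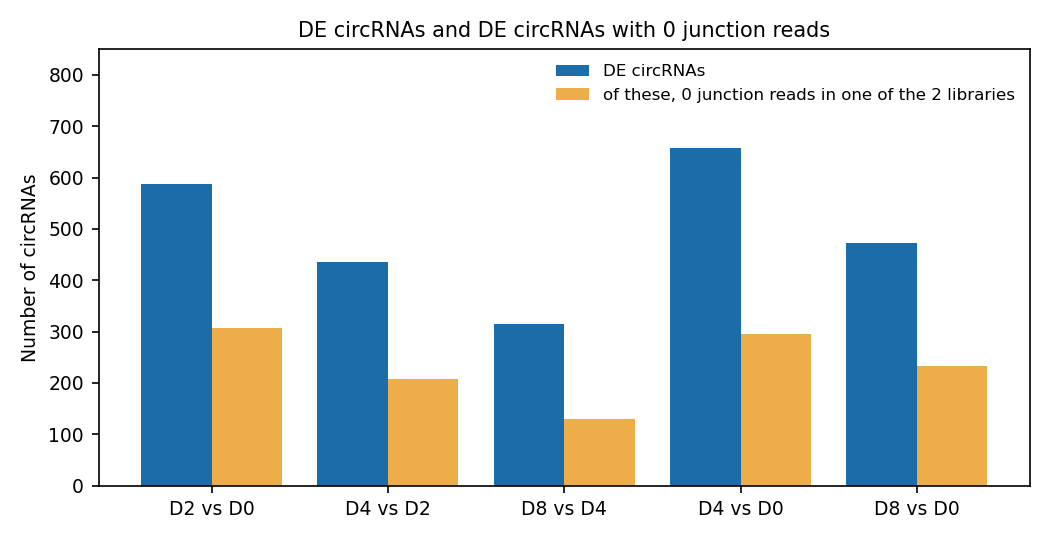
Number of DE circRNAs in each of the 5 comparisons (blue bars), and number of these with 0 junction reads in one of the 2 libraries (yellow bars), with 1 pooled library per stage. The yellow bars reach between 41.3% (D8 vs D4) and 52.2% (D2 vs D0) of the blue bars.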

Of these, 1554, 470, 1344, 1777, and 676 DE mRNAs, 112, 58, 95, 136, and 93 DE lncRNAs, and 902, 787, 710, 932, and 850 DE circRNAs were identified between D2 and D0, between D4 and D2, between D8 and D4, between D4 and D0, and between D8 and D0, respectively (Fig. 3d and Additional files 3, 4, 5, 6 and 7).

**Fig. 2:**
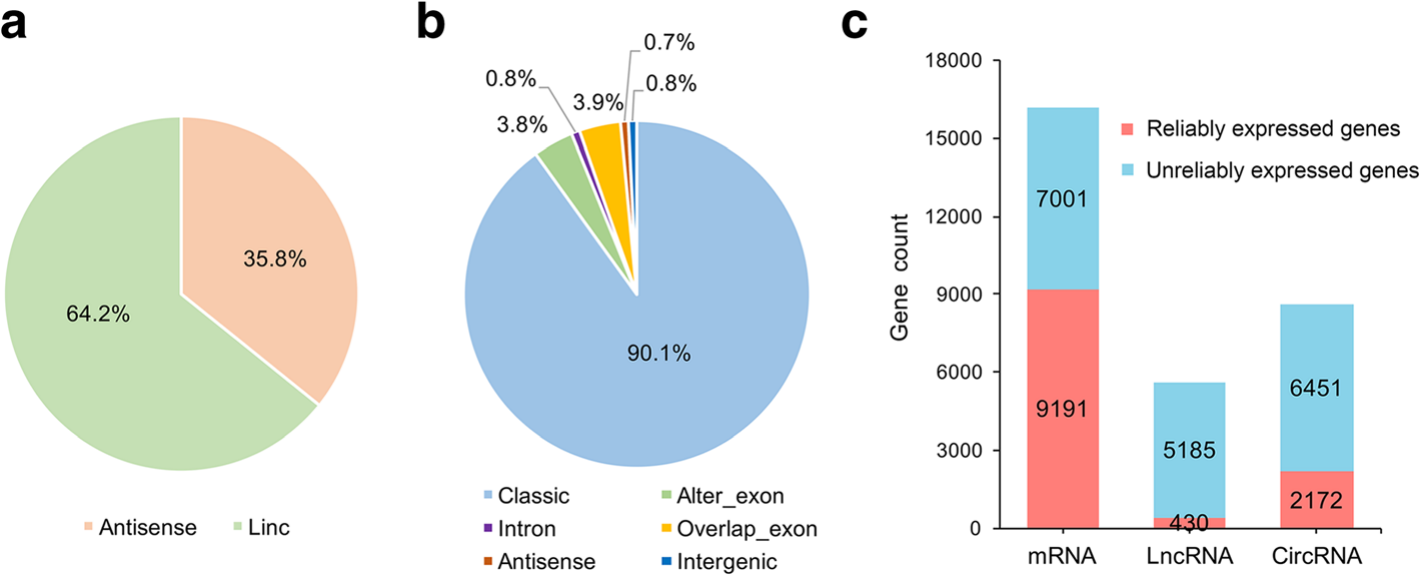
Gene expression characterization. (**a**) The type and proportion of novel long non-coding RNAs (lncRNAs). (**b**) The type and proportion of circular RNAs (circRNAs). (**c**) The number of reliably expressed genes (red, FPKM or SRPBM ≥1 in more than 50% of the samples) and unreliably expressed genes (blue, FPKM or SRPBM < 1 in no less than 50% of the samples)

**Fig. 3:**
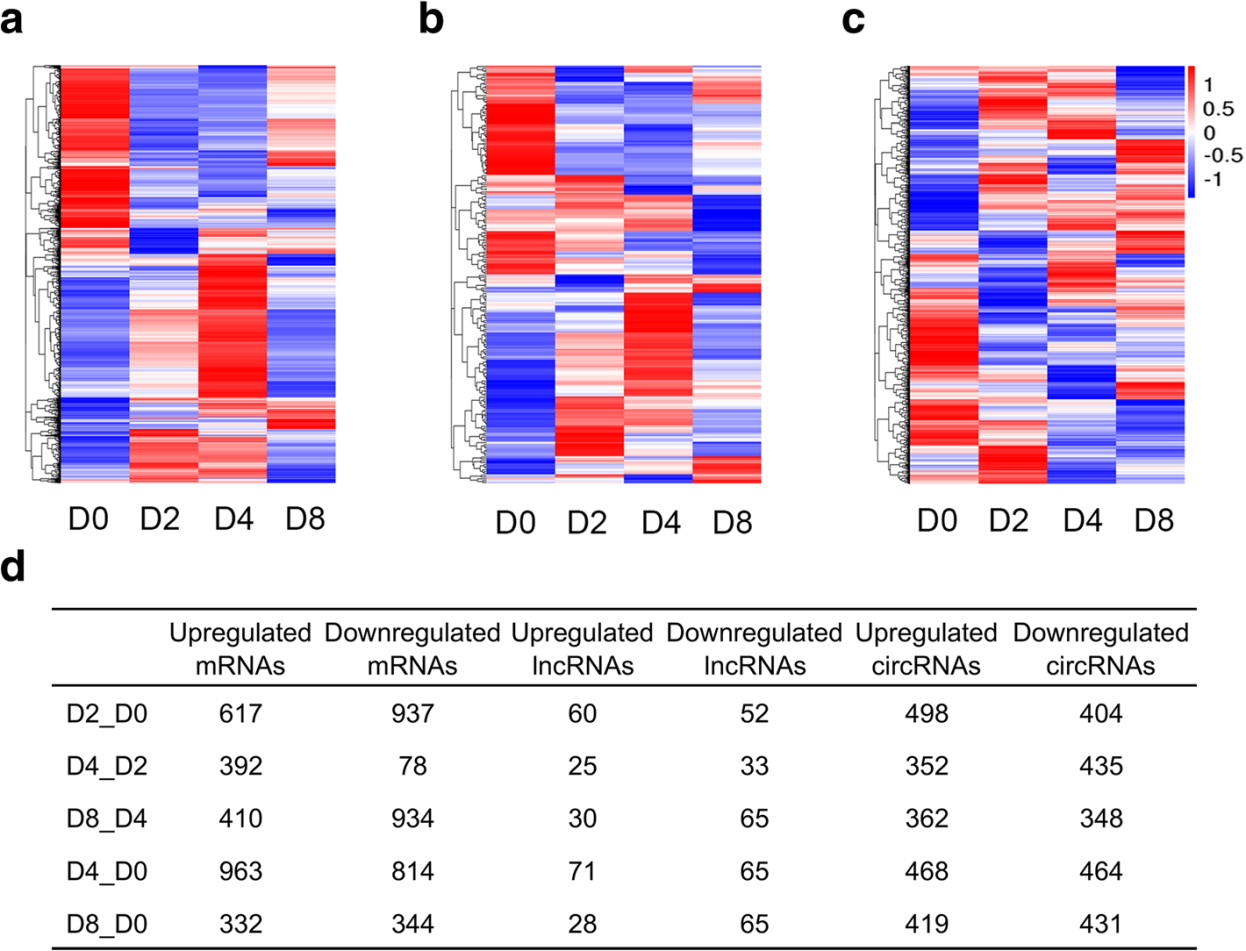
Differentially expressed (DE) genes and their expression modes. Heat map of all DE mRNAs (**a**), lncRNAs (**b**), and circRNAs (**c**) among the five compared groups. (**d**) The number of DE mRNAs, lncRNAs, and circRNAs in the D2 vs D0, D4 vs D2, D8 vs D4, D4 vs D0, and D8 vs D0 groups

### Gene ontology (GO) analysis of DE genes between D2 and D0

Between D2 and D0, significantly upregulated GO terms were mainly involved in: 1) lipid metabolism-related processes, response to oxygen-containing compound, and organic acid metabolic process for DE mRNAs, 2) carboxylic acid metabolic process, regulation of developmental growth, and small molecule catabolic process for DE lncRNAs, and 3) chromatin modification, histone methylation, and regulation of cell communication for DE circRNAs (Fig. 4a and Additional file 8). 

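The lists of lipid genes moved up between D0 and D2. Of 16 reliably expressed adipocyte markers, 13 rose at least 2-fold and none fell at least 2-fold, with a median log2 ratio of 2.34. For 23 genes of fatty acid and triglyceride synthesis the median was 0.79, with 9 genes at least 2-fold up, and for 24 genes of lipolysis and beta-oxidation it was 0.68, also with 9 genes at least 2-fold up. Each of these medians was above those of all 10000 random lists (percentile 100). The pseudocount had the largest effect on the shift of the adipocyte markers, which was 1.44 with a pseudocount of 1. The paper's GO analysis places 83 of 536 upregulated mRNAs in lipid metabolic process, against 532 of 8043 background genes. For lncRNAs, the terms are those of their target mRNAs. The criterion for a trans-target was a Pearson coefficient of at least 0.9 over the 4 libraries. It was met by 3914 of the 9191 reliably expressed mRNAs (42.6%) with at least one of the 60 upregulated lncRNAs. With both signs counted, as the paper's network lists them, 7769 mRNAs (84.5%) passed. The upregulated circRNAs came from 296 parental genes and the downregulated circRNAs from 217, with 38 parental genes in both. The parental mRNA was reliably expressed for 527 of the DE circRNAs and moved in the same direction as the circRNA for 296 of them (56.2%). From the enriched terms of the upregulated mRNAs, the paper states that the upregulated processes of this period are mainly those of lipid metabolism.

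**Figure D2:**
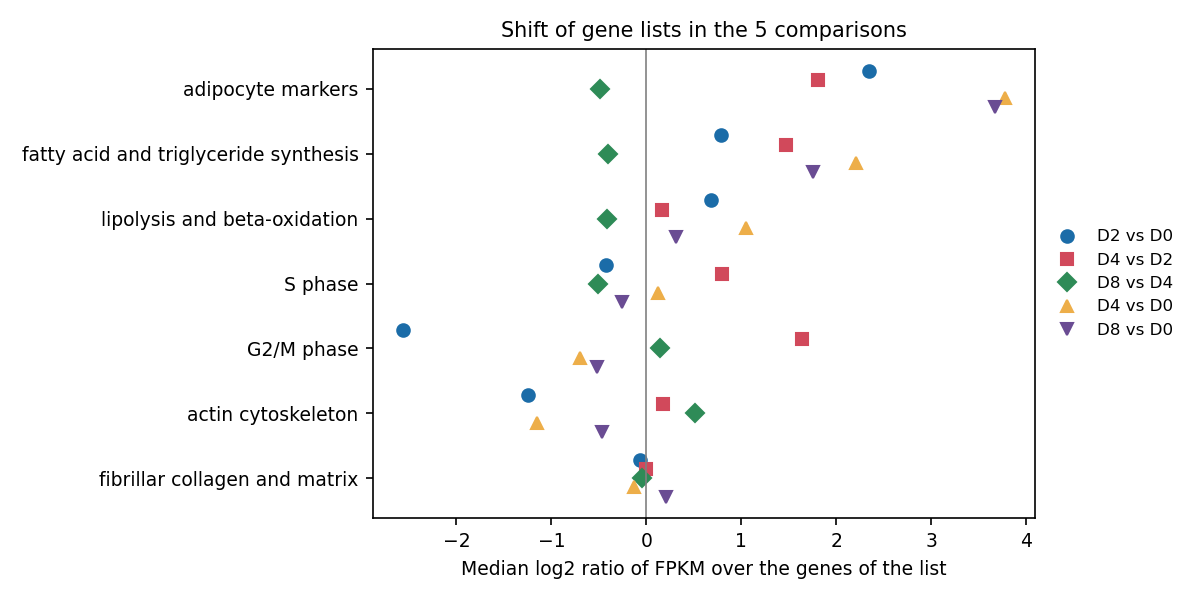
Median log2 ratio of FPKM over the reliably expressed genes of 7 lists, one row per list and one symbol per comparison, from 1 pooled library per stage. Adipocyte markers sit at 2.34 in D2 vs D0 and G2/M phase genes at -2.56, and fibrillar collagen and matrix genes lie between -0.13 and 0.21, where 0.21 in D8 vs D0 is at percentile 100 (0.37 under median-ratio scaling) and the other 4 comparisons lie between percentiles 30.0 and 50.8; the sign of the matrix list changed under median-ratio scaling in D4 vs D2 and D8 vs D4.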

Additionally, significantly downregulated GO terms between D2 and D0 were mainly related to: 1) cytoskeleton organization and cell cycle-related processes for DE mRNAs, 2) positive regulation of developmental growth and cell cycle-related processes for DE lncRNAs, and 3) vesicle-mediated transport, developmental cell growth, and regulation of cell morphogenesis for DE circRNAs (Fig. 4a and Additional file 8).

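Among genes of the G2/M phase, 45 of 46 were lower at D2 than at D0 and 36 fell at least 2-fold, with a median log2 ratio of -2.56. Genes of the S phase moved less, with a median of -0.42 and 11 of 38 at least 2-fold down. Of 36 genes of the actin cytoskeleton, 34 were lower at D2 and 24 fell at least 2-fold, with a median log2 ratio of -1.25. The medians of the G2/M phase and the actin cytoskeleton were under those of all random lists (percentile 0), and that of the S phase was at percentile 0.09. In the paper's GO analysis, 155 of 828 downregulated mRNAs belong to cell cycle process (668 of 8043 background genes) and 124 to cytoskeleton organization (459 of 8043). At least one of the 51 downregulated lncRNAs met the paper's criterion for a trans-target with 3638 of the 9191 mRNAs (39.6%).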

**Fig. 4:**
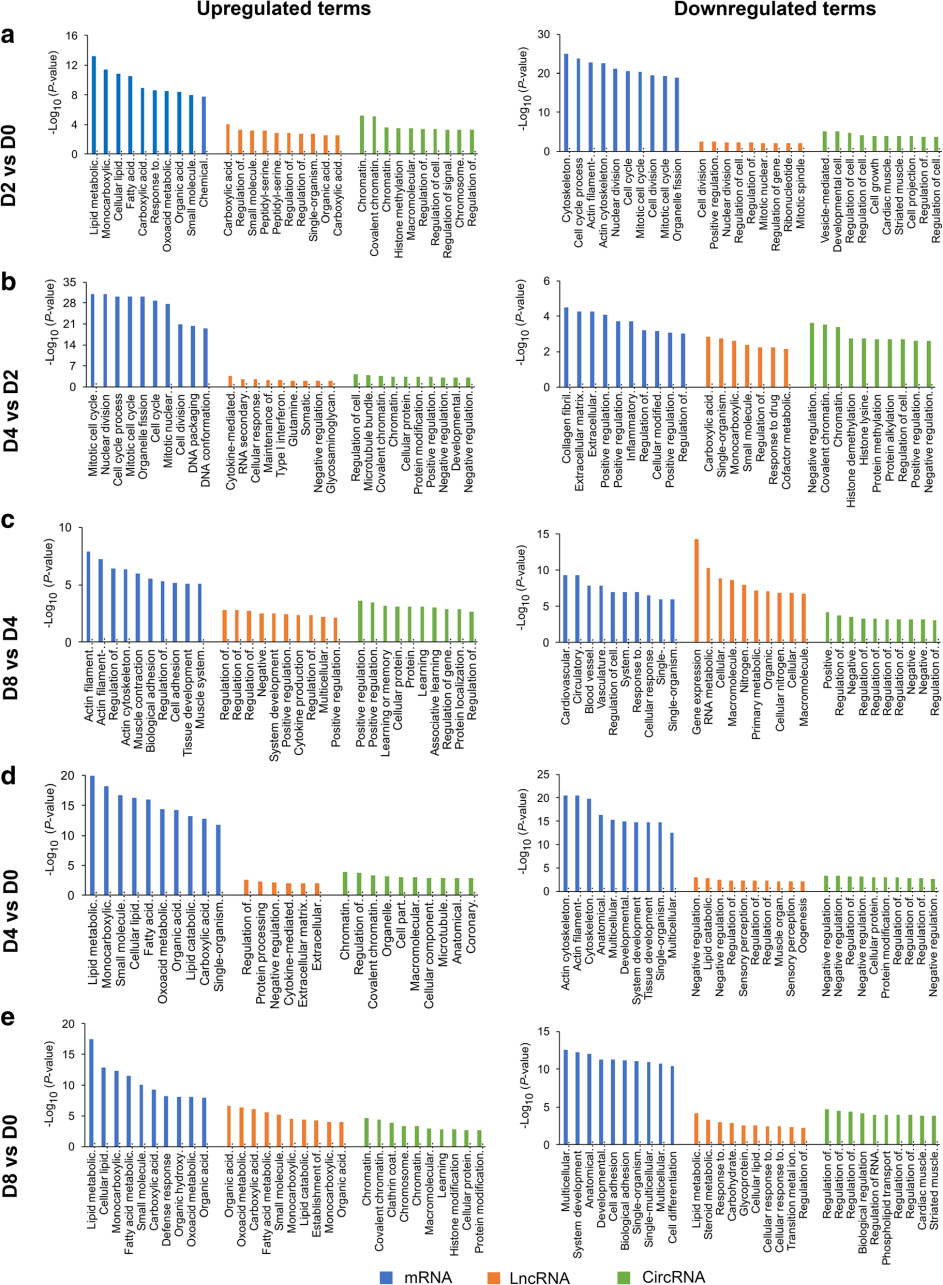
Gene ontology (GO) analysis. GO analysis of DE genes (including mRNAs, lncRNAs, and circRNAs) in the D2 vs D0, D4 vs D2, D8 vs D4, D4 vs D0, and D8 vs D0 groups. (**a**) GO analysis of DE genes in the D2 vs D0 group. (**b**) GO analysis of DE genes in the D4 vs D2 group. (**c**) GO analysis of DE genes in the D8 vs D4 group. (**d**) GO analysis of DE genes in the D4 vs D0 group. (**e**) GO analysis of DE genes in the D8 vs D0 group. The top 10 enriched GO terms ranked by *P*-values are shown

### Gene ontology (GO) analysis of DE genes between D4 and D2

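From D2 to D4, 45 of 46 genes of the G2/M phase rose, 33 of them at least 2-fold, with a median log2 ratio of 1.64. Of 38 genes of the S phase, 37 rose and 16 rose at least 2-fold, with a median of 0.80, and both lists were above all random lists (percentile 100). Relative to D0, the G2/M phase genes at D4 remained lower (median log2 ratio -0.70, 41 of 46 genes lower), whereas the S phase genes did not stand apart (median 0.13, percentile 61.3). In the paper's GO analysis, 88 of 358 upregulated mRNAs belong to mitotic cell cycle process, against 490 of 8043 background genes. Genes of the type I interferon response, a process that the paper lists for the targets of upregulated lncRNAs, had a median log2 ratio of 0.32 (percentile 99.4), with 18 of 22 genes higher at D4. The 25 upregulated lncRNAs met the criterion for a trans-target with 3877 mRNAs (42.2%).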

Between D4 and D2, significantly upregulated GO terms were mainly involved in: 1) cell cycle-related processes and DNA packaging for DE mRNAs, 2) cytokine-mediated signaling pathway, RNA secondary structure unwinding, and cellular response to type I interferon for DE lncRNAs, and 3) regulation of cell morphogenesis, microtubule bundle formation, and chromatin modification for DE circRNAs (Fig. 4b and Additional file 9). Additionally, significantly downregulated GO terms between D4 and D2 were mainly related to: 1) collagen fibril organization, extracellular matrix organization, and positive regulation of multicellular organismal process for DE mRNAs, 2) carboxylic acid metabolic process, single-organism catabolic process, and regulation of hormone levels for DE lncRNAs, and 3) chromatin modification, histone demethylation, and regulation of cell communication for DE circRNAs (Fig. 4b and Additional file 9).

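Only 77 mRNAs fell at least 2-fold from D2 to D4, the smallest group of DE mRNAs in any comparison. The list of fibrillar collagen and matrix genes as a whole did not move (percentile 39.3), with 3 of 34 genes at least 2-fold up and 5 at least 2-fold down. Its median log2 ratio was within 0.01 of 0, and -0.09 under median-ratio scaling. In the paper's GO analysis, 4 of 65 downregulated mRNAs belong to collagen fibril organization (23 of 8043 background genes) and 7 to extracellular matrix organization (122 of 8043). For the 33 downregulated lncRNAs, 3262 mRNAs (35.5%) met the criterion for a trans-target.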

### Gene ontology (GO) analysis of DE genes between D8 and D4

Between D8 and D4, significantly upregulated GO terms were mainly involved in: 1) actin cytoskeleton organization-related processes and biological adhesion for DE mRNAs, 2) regulation of protein processing, negative regulation of cell proliferation, and system development for DE lncRNAs, and 3) regulation of posttranscriptional gene silencing, protein modification process, and protein localization to Golgi apparatus for DE circRNAs (Fig. 4c and Additional file 10). 

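Of 36 genes of the actin cytoskeleton, 31 were higher at D8 than at D4 and 10 rose at least 2-fold, with a median log2 ratio of 0.51 (percentile 100). They had not returned to their level at D0, since 35 of the 36 genes were lower at D8 than at D0, with a median of -0.47. In the paper's GO analysis, 26 of 352 upregulated mRNAs belong to actin cytoskeleton organization, against 199 of 8043 background genes. The 29 upregulated lncRNAs met the criterion for a trans-target with 2995 mRNAs (32.6%), and the upregulated circRNAs came from 152 parental genes.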

Additionally, significantly downregulated GO terms between D8 and D4 were mainly related to: 1) regulation of cell proliferation, system development, and single-multicellular organism process for DE mRNAs, 2) gene expression, RNA metabolic process, and macromolecule metabolic process for DE lncRNAs, and 3) positive regulation of gene expression, regulation of nucleobase-containing compound metabolic process, and regulation of nitrogen compound metabolic process for DE circRNAs (Fig. 4c and Additional file 10).

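Genes of the S phase were lower at D8 than at D4 for 30 of 38 genes, with a median log2 ratio of -0.51 (percentile 1.72), whereas genes of the G2/M phase had a median of 0.14 (percentile 99.99), with 29 of 46 genes higher. With a pseudocount of 1 the S phase list no longer stood apart from random lists (median -0.38). The paper's term for this comparison, regulation of cell proliferation, holds 104 of 851 downregulated mRNAs, against 598 of 8043 background genes. The 65 downregulated lncRNAs met the criterion for a trans-target with 5318 mRNAs (57.9%), and the downregulated circRNAs came from 139 parental genes.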

### Gene ontology (GO) analysis of DE genes between D4 and D0

Between D4 and D0, significantly upregulated GO terms were mainly involved in: 1) lipid metabolism-related processes and monocarboxylic acid metabolic process for DE mRNAs, 2) regulation of hormone levels, protein processing, and cytokine-mediated signaling pathway for DE lncRNAs, and 3) chromatin modification, organelle organization, and cell part morphogenesis for DE circRNAs (Fig. 4d and Additional file 11). 

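At D4, the median log2 ratio to D0 was 3.78 for 16 adipocyte markers, 2.21 for 23 genes of fatty acid and triglyceride synthesis and 1.05 for 24 genes of lipolysis and beta-oxidation, and each list was above all random lists (percentile 100). Genes that rose at least 2-fold numbered 14, 17 and 12 in the 3 lists, and genes that fell at least 2-fold numbered 0, 1 and 1. In the paper's GO analysis, 127 of 839 upregulated mRNAs belong to lipid metabolic process, against 532 of 8043 background genes. At least one of the 71 upregulated lncRNAs met the criterion for a trans-target with 4353 mRNAs (47.4%). For the DE circRNAs with a reliably expressed parental mRNA, 371 of 597 (62.1%) moved in the direction of that mRNA, and the parental mRNA itself moved at least 2-fold in the same direction for 89 of them. The other comparisons had 296 of 527 (D2 vs D0, 56.2%), 193 of 389 (D4 vs D2, 49.6%), 165 of 292 (D8 vs D4, 56.5%) and 260 of 425 (D8 vs D0, 61.2%) in the same direction, with 56, 5, 26 and 23 parental mRNAs at least 2-fold.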

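Genes of the actin cytoskeleton were lower at D4 than at D0 for 35 of 36 genes, of which 23 fell at least 2-fold, with a median log2 ratio of -1.15 (percentile 0). DES, which encodes the muscle intermediate filament protein desmin and lies on chromosome 15 from 121428539 to 121435426, was one of the 2 mRNAs with the largest mean fall from D0 among the common DE mRNAs with an FPKM of at least 10 in one library. Its FPKM was 436 at D0, 37.7 at D2, 4.05 at D4 and 35.7 at D8, so that the log2 ratio of D4 to D0 was -6.75 (95% counting interval -6.85 to -6.64). The 65 downregulated lncRNAs met the criterion for a trans-target with 3365 mRNAs (36.6%).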

Furthmore, significantly downregulated GO terms were mainly enriched in: 1) cytoskeleton organization-related processes and multicellular organismal process for DE mRNAs, 2) negative regulation of growth, lipid catabolic process, and regulation of osteoclast differentiation for DE lncRNAs, and 3) negative regulation of macromolecule metabolic process, negative regulation of gene expression, and cellular protein modification process for DE circRNAs (Fig. 4d and Additional file 11).

### Gene ontology (GO) analysis of DE genes between D8 and D0

Between D8 and D0, significantly upregulated GO terms were mainly involved in: 1) lipid metabolism-related processes and small molecule metabolic process for DE mRNAs and lncRNAs, and 2) chromatin modification, clathrin coat assembly, and chromosome organization for DE circRNAs (Fig. 4e and Additional file 12). 

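At D8, the median log2 ratio to D0 was 3.67 for adipocyte markers, 1.75 for genes of fatty acid and triglyceride synthesis and 0.31 for genes of lipolysis and beta-oxidation, each at percentile 100. Of the 16 adipocyte markers, 13 were at least 2-fold up. Of the upregulated mRNAs, 64 of 293 belong to lipid metabolic process in the paper's GO analysis, against 532 of 8043 background genes. ADH1C on chromosome 8 from 121089355 to 121105010, an alcohol dehydrogenase gene, had the largest mean rise from D0 among the common DE mRNAs with an FPKM of at least 10 in one library. Its FPKM was 0.0264 at D0, 2.82 at D2, 19.2 at D4 and 27.7 at D8, and with 3 reads at D0 the 95% counting interval of its log2 ratio at D8 ran from 7.94 to 11.20. This rank rests on the low FPKM at D0, since with a pseudocount of 1 ADH1C ranked 16 and LOC110259135 ranked 6 among the 238 mRNAs. LOC110259135, which the files place on no chromosome, came next with FPKM of 0.0997, 6.70, 41.7 and 33.0. The 28 upregulated lncRNAs met the criterion for a trans-target with 2897 mRNAs (31.5%).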

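Fewer mRNAs were downregulated between D8 and D0 (338) than between D4 and D0 (810), and the median ratio of the DE mRNAs was 2.62. Of the downregulated mRNAs in the paper's GO analysis, 111 of 310 belong to system development (1520 of 8043 background genes) and 44 to cell adhesion (361 of 8043). IL11 on chromosome 6 from 59540482 to 59544909, the mRNA with the largest mean fall among the common DE mRNAs with an FPKM of at least 10 in one library, had an FPKM of 26.1 at D0 and 1.11 at D8, a log2 ratio of -4.54 (95% counting interval -4.80 to -4.27). With a pseudocount of 1 the mean fall of IL11 (-3.76) was smaller than that of DES (-4.50). The 64 downregulated lncRNAs met the criterion for a trans-target with 5829 mRNAs (63.4%), and the downregulated circRNAs came from 201 parental genes.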

Furthmore, significantly downregulated GO terms were mainly related to: 1) multicellular organismal process, system development, and cell adhesion for DE mRNAs, 2) lipid metabolic process, steroid metabolic process, and carbohydrate derivative metabolic process for DE lncRNAs, and 3) regulation of cellular process, regulation of nucleobase-containing compound metabolic process, and regulation of biological process for DE circRNAs (Fig. 4e and Additional file 12).

### Function analysis of common DE genes during preadipocyte differentiation

Compared to the initial phase of differentiation (D0), 394 mRNAs, 37 lncRNAs, and 297 circRNAs were identified as common DE genes during the entire differentiation process (Fig. 5a-f and Additional file 13). 

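DE in all 3 comparisons with D0 were 393 mRNAs, 36 lncRNAs and 140 circRNAs. Of the mRNAs, 225 were upregulated in the 3 comparisons, 5 changed direction and the others were downregulated. The lncRNAs comprised 19 upregulated, 16 downregulated and 1 that changed direction, and the circRNAs 93, 45 and 2, respectively. The common DE lncRNAs with the largest mean rise from D0 and FPKM of at least 10 in one library were MSTRG.49742, a lincRNA on chromosome 5 from 24874032 to 24878228 with FPKM of 1.78, 9.37, 14.9 and 7.24 at D0, D2, D4 and D8, and SMIM4 (5.95, 13.3, 17.2 and 15.5). The largest falls were those of LOC100514834 on chromosome 4 from 75294209 to 75296319 (FPKM of 39.5, 1.01, 0.0889 and 8.63) and of MSTRG.22314, an antisense lncRNA on chromosome 2 from 69273046 to 69313225 (48.8, 1.81, 1.79 and 17.2). Only 5 reads of LOC100514834 were found at D4, and the 95% counting interval of its log2 ratio to D0 ran from -9.91 to -7.38. Among the circRNAs with at least 50 junction reads in one library, ssc_circ_0005080 rose the most, from 0 junction reads at D0 to 123 at D2, 94 at D4 and 104 at D8, and ssc_circ_0005084 fell the most, from 229 to 89, 0 and 48. Both lie in ZEB1 on chromosome 10, with junction ends at 42063516 and 42147610 for ssc_circ_0005080 and at 42063616 and 42079536 for ssc_circ_0005084. In RPSA on chromosome 13, ssc_circ_0006401 (24074311 to 24075912) had 0, 36, 87 and 52 junction reads. The other fall was that of ssc_circ_0008617, which the files place on no chromosome, with 54, 0, 25 and 13 junction reads. With a ratio of at least 1.5 and an unadjusted p-value under 0.05, 276 circRNAs were common DE circRNAs.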

GO analysis indicated that the terms were mainly enriched in: 1) cell adhesion, cell differentiation, and lipid metabolic process for DE mRNAs, 2) organic acid metabolic process, lipid metabolism-related processes, and single-organism process for DE lncRNAs, and 3) histone methylation, protein alkylation, and regulation of cellular response to growth factor stimulus for DE circRNAs (Fig. 5g and Additional file 14).

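The paper's GO analysis of the common DE mRNAs places 41 of 346 mRNAs in cell adhesion (361 of 8043 background genes), 95 in cell differentiation (1270 of 8043) and 49 in lipid metabolic process (532 of 8043). The terms of the common DE lncRNAs rest on 5031 target mRNAs of the 8043 background genes, of which 357 belong to organic acid metabolic process (483 of 8043). In the files, adipocyte markers were above all random lists in each of the 3 comparisons with D0, with median log2 ratios of 2.34, 3.78 and 3.67 at D2, D4 and D8.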

**Fig. 5:**
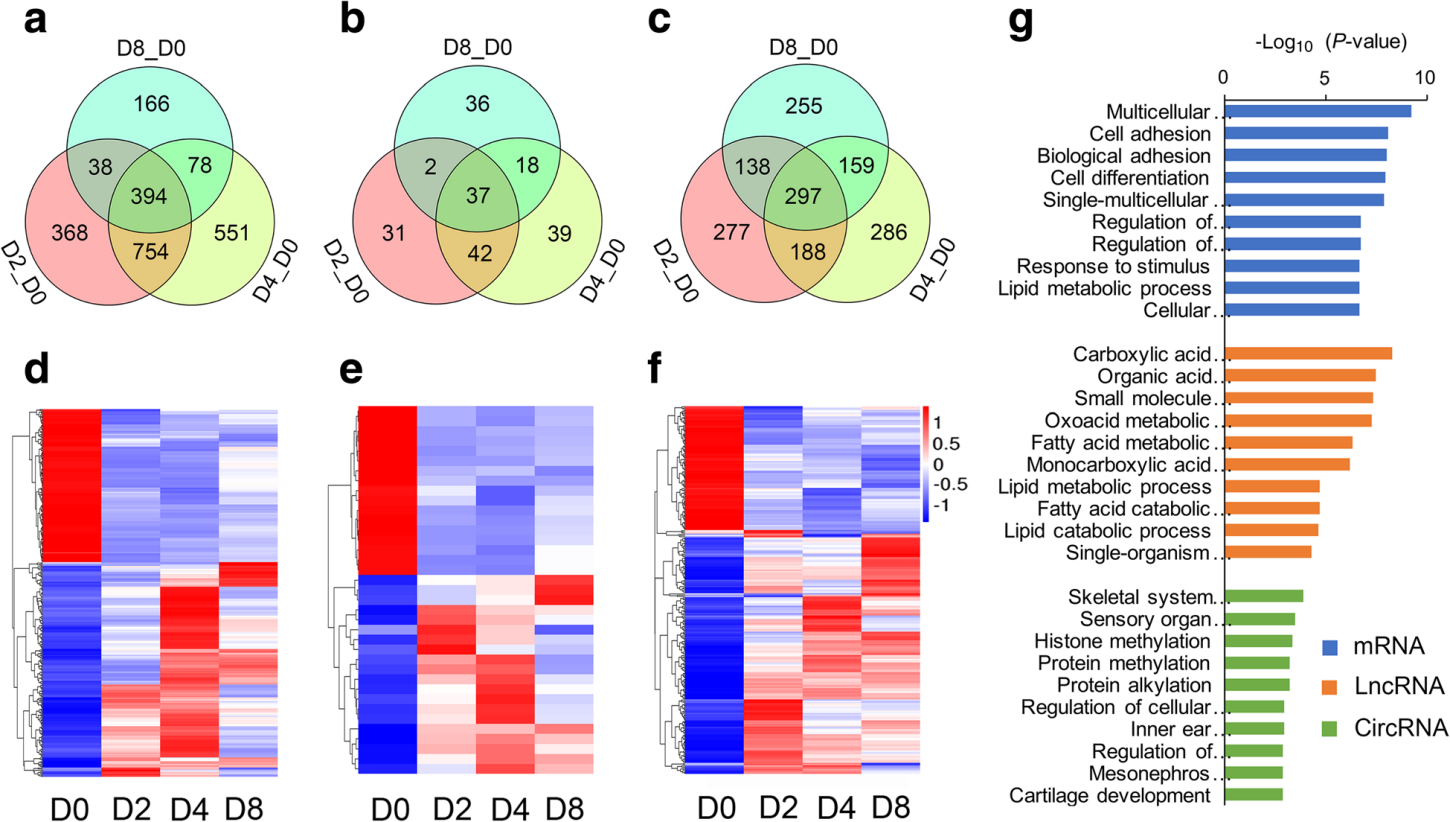
Expression analysis of common DE genes during the differentiation process. The number of common DE mRNAs (**a**), lncRNAs (**b**), and circRNAs (**c**). The expression levels of common DE mRNAs (**d**), lncRNAs (**e**), and circRNAs (**f**). (**g**) GO analysis of common DE genes. The top 10 enriched GO terms ranked by *P*-values are shown

### Construction of the lncRNA-mRNA co-expression network

To identify the key lncRNAs related to the regulation of lipid metabolic and cell differentiation processes, 132 common DE mRNAs associated with these two processes and 36 common DE lncRNAs targeting them were chosen to build the mRNA-lncRNA co-expression network. 

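For the 36 lncRNAs and 132 mRNAs of the network, 4752 pairs are possible, and the paper's table lists 1326 of them as trans connections and 2 as cis connections. The cis connections join LOC106504875 to ZBTB16 and MSTRG.42239 to TTPA. For the trans connections, the listed correlation is 1 for 671 pairs and -1 for 655 pairs. No correlation coefficient is reported here for a pair, since each rests on 4 libraries, 1 per stage. Of the 4752 pairs, 1773 (37.3%) had a Pearson coefficient of at least 0.9 in size on FPKM over the 4 libraries, and 1167 had a coefficient of at least 0.9, as the methods word it. Both signs were counted because the listed correlations have both. The order of FPKM at the 4 stages was the same for 671 pairs and opposite for 655 pairs, and the 1326 listed trans connections were exactly these pairs. Of the listed trans connections, 827 also had a Pearson coefficient of at least 0.9 in size. The 132 mRNAs followed 9 of the 24 possible orders of the stages and the 36 lncRNAs followed 8, so that each lncRNA shared its order, or its reverse, with many mRNAs, and the listed connections per lncRNA ran from 4 to 46 with a median of 45. On log2(FPKM + 0.01), 2596 pairs passed at 0.9 in size.

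**Figure D3:**
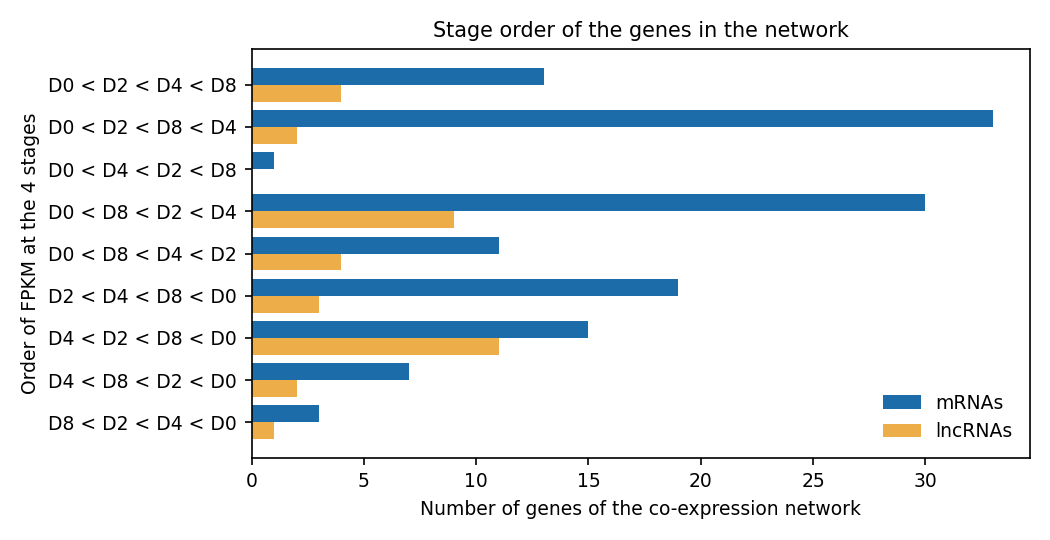
Number of mRNAs (blue bars) and lncRNAs (yellow bars) of the co-expression network with each order of FPKM at the 4 stages, from the lowest stage to the highest. The most frequent order of the mRNAs, with D0 lowest and D4 highest, was followed by 33 mRNAs, and the most frequent order of the lncRNAs, with D4 lowest and D0 highest, by 11 lncRNAs.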

The results demonstrated that the co-expression network comprised 1328 connections and each lncRNA might correlate with multiple mRNAs (Fig. 6 and Additional file 15). More importantly, a total of 20 lncRNAs were found to be co-expressed with *PPARG*, a key adipocyte differentiation marker, while four lncRNAs including MSTRG.6375, *SMIM4*, MSTRG.88924, and MSTRG.65804 were shown to be co-expressed with other lipid metabolism-related markers such as *APOE*, *LIPE*, and *ADIPOQ* (Fig. 6 and Additional file 15), indicating that these lncRNAs might play an important role in regulating adipogenesis.

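PPARG had the order D0, D8, D2 and D4 from the lowest to the highest FPKM (2.95, 25.8, 26.4 and 51.9), and D8 and D2 differed little. Under median-ratio scaling PPARG was higher at D8 than at D2, with log2 ratios to D0 of 3.28 and 3.19. The paper's table lists 20 lncRNAs with PPARG, 9 with a positive and 11 with a negative correlation, and these were the 20 lncRNAs with the same or the opposite order of the stages. By a Pearson coefficient of at least 0.9 in size on FPKM, 10 lncRNAs were paired with PPARG. Each of MSTRG.6375, SMIM4, MSTRG.88924 and MSTRG.65804 is listed with 40 mRNAs, among them APOE, LIPE and ADIPOQ. On FPKM, MSTRG.6375 passed a Pearson coefficient of 0.9 in size with 1 of these 3 mRNAs and the other lncRNAs with 0 of them, whereas the order of the stages was the same or opposite for the 3 mRNAs with each lncRNA. MSTRG.6375, a lincRNA on chromosome 1 from 112942445 to 112944976, had FPKM of 0.438, 1.13, 1.89 and 1.47 at D0, D2, D4 and D8, from between 36 and 153 reads. Its difference between D4 and D8 was within counting error (log2 ratio -0.35, 95% counting interval -0.73 to 0.03). SMIM4, which the files label as a lncRNA, lies on chromosome 13 from 34679623 to 34687171 and had FPKM of 5.95, 13.3, 17.2 and 15.5. Under median-ratio scaling of the libraries, its change from D4 to D8 turned from a fall to a rise (log2 ratio 0.06). The antisense lncRNAs MSTRG.88924 (chromosome 9 from 70354635 to 70399503, overlapping STEAP2) and MSTRG.65804 (chromosome 6 from 145422196 to 145427430) fell, with FPKM of 161, 78.2, 32.0 and 62.6 and of 112, 20.4, 8.72 and 9.91, respectively. The difference of MSTRG.65804 between D4 and D8 was within counting error (log2 ratio 0.18, 95% counting interval -0.13 to 0.50), and as TPM its sign changed (-0.01). From the shared expression pattern, the paper proposes that these lncRNAs act in the regulation of adipogenesis.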

**Fig. 6:**
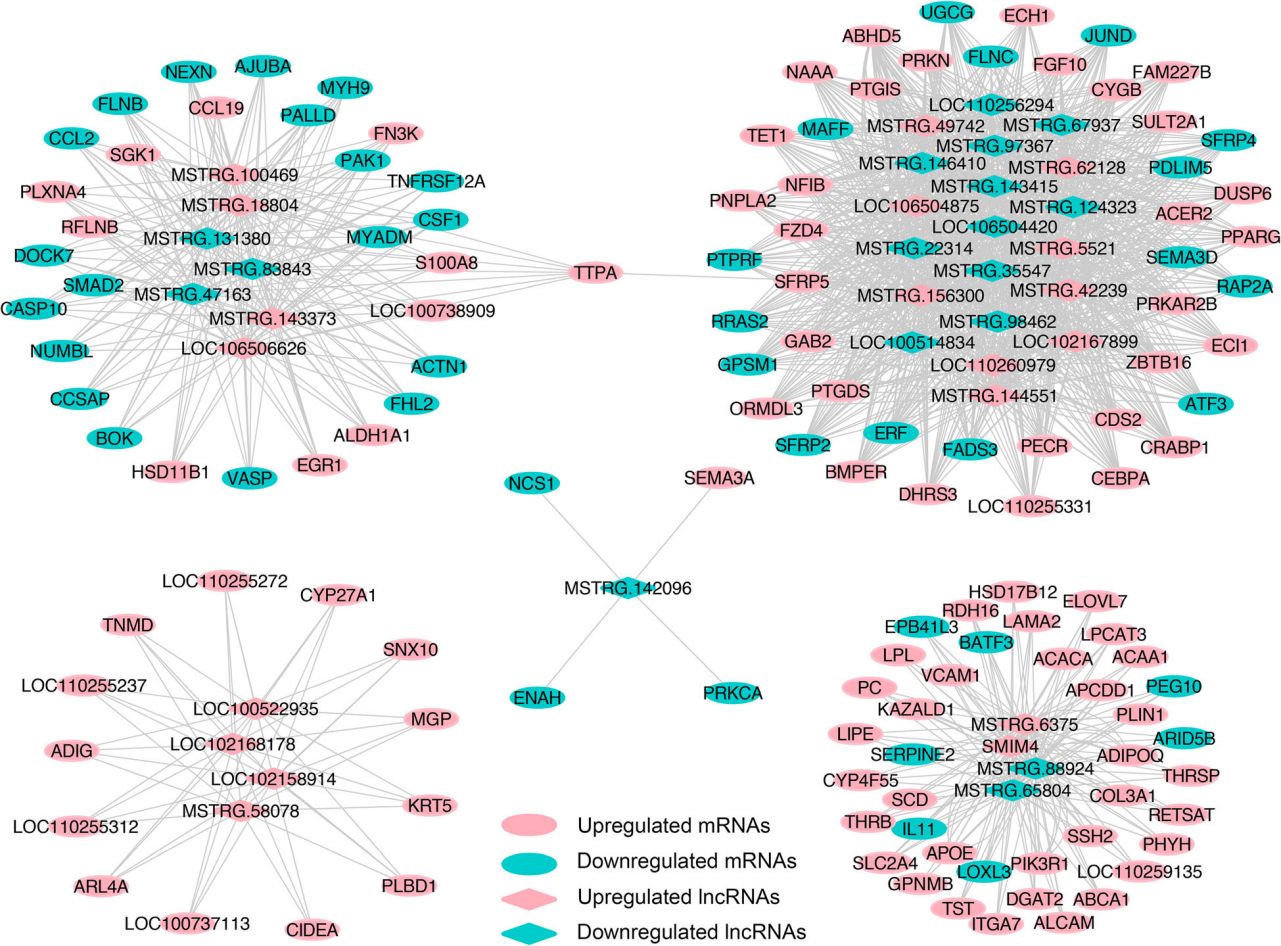
Co-expressed network construction. Co-expressed network of common DE lncRNAs and their targeted common DE mRNAs involved in lipid metabolic and cell differentiation processes. Pink and cyan ellipses represent upregulated and downregulated mRNAs, respectively, while pink and cyan diamonds represent upregulated and downregulated lncRNAs, respectively

### Validation of DE genes by qRT-PCR

A total of eighteen genes, including twelve mRNAs (*CCND1*, *CCNA2*, *ARPC2*, *ARPC3*, *PPARG*, *CEBPA*, *PLIN1*, *SCD*, *ELOVL6*, *FABP4*, *IL11*, and *ATF3*) related to cell cycle, actin cytoskeleton, cell differentiation, and lipid metabolism and six random lncRNAs (MSTRG.131380, MSTRG.146410, LOC100513133, MSTRG.28, MSTRG.42239, and MSTRG.62128), were selected for qRT-PCR verification. 

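The RNA-Seq values of the genes in Fig. 7 were taken from the deposited FPKM, and the qRT-PCR values were not analysed here. CCND1 had FPKM of 14.4, 2.57, 2.79 and 7.27 at D0, D2, D4 and D8, and CCNA2 had 17.7, 2.78, 7.57 and 11.4. ARPC2 fell from 179 at D0 to 56.2 at D4 and was 126 at D8, and ARPC3 fell from 382 at D0 to 156 at D2 and was 353 at D8. PPARG and CEBPA were highest at D4 (51.9 and 162), as were PLIN1 (215) and SCD (1053), while ELOVL6 and FABP4 were highest at D8 (94.1 and 1557). IL11 fell from 26.1 at D0 to 1.26 at D2 and ATF3 from 9.58 to 3.01. Among the lncRNAs, MSTRG.131380 (15.0 at D0 and 1.92 at D2) and MSTRG.146410 (52.0 and 3.52) fell, and LOC100513133 (19.6 and 57.2), MSTRG.28 (45.3 and 88.5), MSTRG.42239 (0.396 and 3.04) and MSTRG.62128 (0.364 and 3.06) rose. For the low lncRNAs the read numbers limit the precision, with 32 reads of MSTRG.62128 at D0 and 29 reads of MSTRG.131380 at D2. The normalization controls of the qRT-PCR also differed between the libraries. RPLP0 had FPKM of 2346, 3606, 3741 and 3201 at D0, D2, D4 and D8, PPIA had 944, 679, 699 and 802, and HPRT1 had 7.23, 5.32, 8.68 and 7.23. The geometric mean of the 3 controls was 0.933 times its value at D0 at D2, 1.12 times at D4 and 1.05 times at D8.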

After comparison with the RNA-Seq data, similar expression trends for qRT-PCR were discovered, showing the strong consistency between qRT-PCR and RNA-Seq data (Fig. 7a-b).

**Fig. 7:**
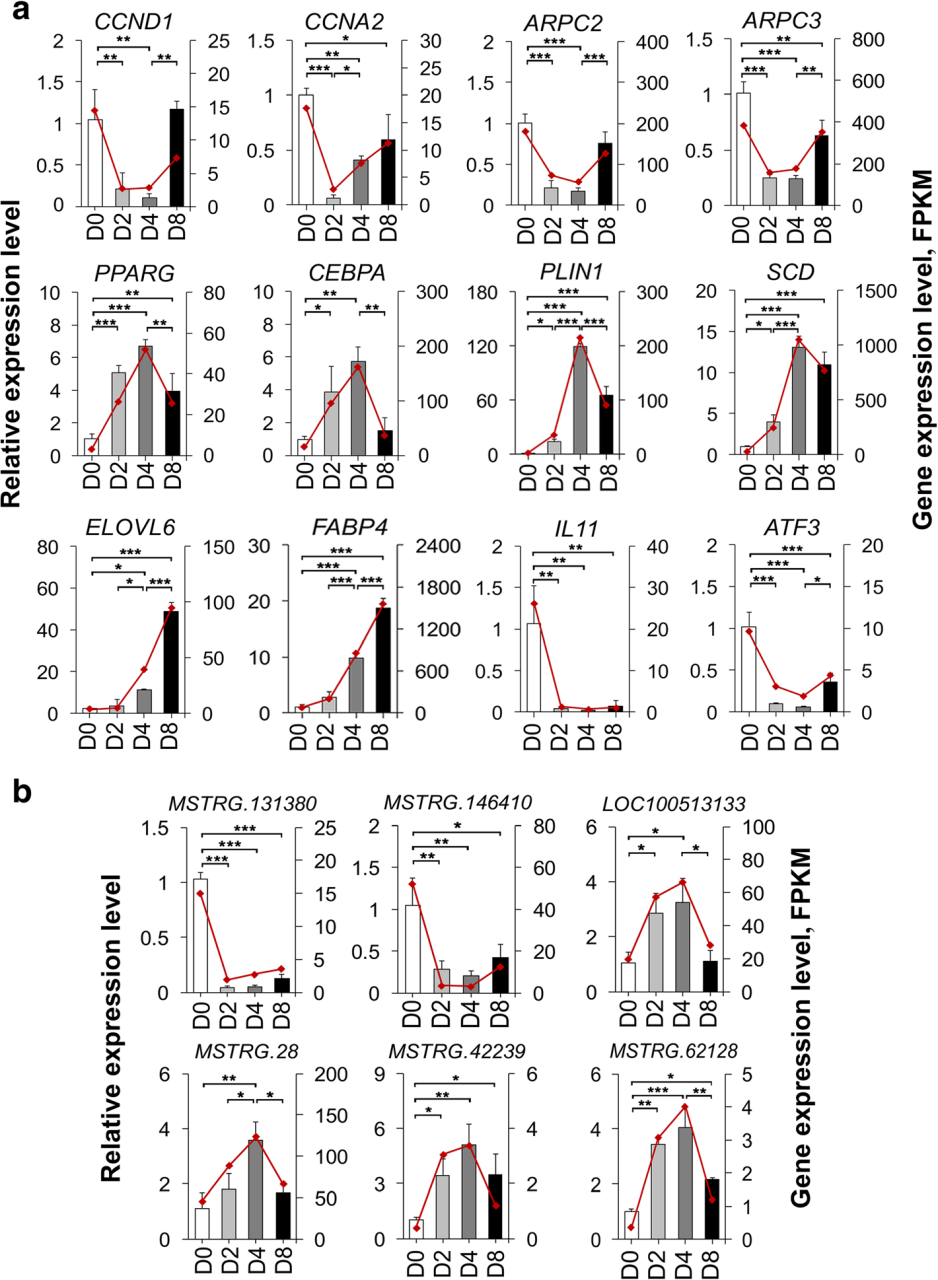
Validation of the expression of DE genes by qRT-PCR. qRT-PCR validation of the expression levels of twelve DE mRNAs associated with cell cycle, actin cytoskeleton, cell differentiation, and lipid metabolism process (**a**) and six randomly selected DE lncRNAs (**b**) in the four differentiation stages. Data from qRT-PCR are shown as column and *Y*-axis on the left, while the data from RNA-Seq are shown as line and *Y*-axis on the right. Data are represented as mean ± SD, *n* = 3 per group. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001

## Discussion

As a key physiological process of normal body fat storage, preadipocyte differentiation provides a great opportunity for resolving the formation of fat deposition. In the present study, we observed that the shape of subcutaneous adipocytes changed from the shuttle-like form into the circlular form at the early stage of differentiation (D2), compared to the initial phase (D0) (Fig. 1a). Fat droplets were produced at D4, and then, clusters of large lipid droplets were formed at D8 (Fig. 1a). Consistent with the morphological changes of the adipocytes, triglyceride contents were observed to gradually increase, accompanying the increase in the differentiation time, strongly supporting the fact that preadipocyte differentiation is a complex process including both adipocyte growth and lipid deposits (Fig. 1b-c). Meanwhile, we identified more than 470 DE mRNAs, 58 DE lncRNAs, and 710 DE circRNAs among the different differentiation stages (Fig. 3d and Additional files 3, 4, 5, 6 and 7), which were involved in multiple biological processes including lipid metabolic and cell differentiation processes. As such, our data provide a comprehensive view of understanding the transcriptional regulation mechanism during the differentiation of porcine subcutaneous preadipocytes.

Generally speaking, preadipocyte differentiation mainly consists of three important stages including growth arrest, mitotic clonal expansion, and late events and terminal differentiation [25–27]. In the early stage of differentiation (D2), we found that upregulated mRNAs were mainly enriched in lipid metabolic process, while downregulated mRNAs were closely involved in cell cycle-related processes (Fig. 4a and Additional file 8). 

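From D0 to D2, the FPKM of LIPE on chromosome 6 (49543671 to 49560126) rose from 0.808 to 7.15, a log2 ratio of 3.13 (95% counting interval 2.93 to 3.33). PLIN1 on chromosome 7 (55237517 to 55250797) rose from 2.28 to 36.1, and DGAT2 on chromosome 9 (10032163 to 10066082) from 0.152 to 10.1. For DGAT2, 17 reads were found at D0, and its log2 ratio of 5.97 had a 95% counting interval of 5.27 to 6.66. The log2 ratio was 2.15 for APOE, 2.96 for ADIPOQ and 2.30 for LPL. CDK1 on chromosome 14 (64233945 to 64255290) fell from 5.09 to 0.681, a log2 ratio of -2.88 (-3.06 to -2.71), CCND1 on chromosome 2 (3621242 to 3633380) from 14.4 to 2.57, a log2 ratio of -2.48 (-2.60 to -2.36), and E2F1 on chromosome 17 (37178587 to 37190118) from 3.30 to 0.753, a log2 ratio of -2.12 (-2.41 to -1.82). These intervals exclude 0 by counting error alone, and no replicate of either stage was sequenced to set the difference against the spread between pools.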

Many key markers, e.g., *LIPE*, *APOE*, *PLIN1*, *DGAT2*, *ADIPOQ*, and *LPL* for lipid metabolism and *CDK1*, *CCND1*, and *E2F1* for cell cycle (Additional file 3), were identified in this study. Meanwhile, triglyceride contents at D2 were observed to increase but did not reach significant levels compared with those at D0, suggesting that upregulated expression levels of these lipid-related markers at the early stage of differentiation does not significantly alter triglyceride phenotype (Fig. 1b-c). However, further studies are needed to confirm this speculation. 

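PPARG, which encodes a nuclear receptor and lies on chromosome 13 from 68301566 to 68433951, had an FPKM of 2.95 at D0 and 26.4 at D2, from 642 and 4191 reads. The log2 ratio was 3.16 (95% counting interval 3.04 to 3.28), and 2.79 with a pseudocount of 1, the setting that changed it most. CEBPA, a transcription factor gene on chromosome 6 from 43083200 to 43085884, rose from 15.4 to 95.3, from 3109 and 14076 reads, a log2 ratio of 2.63 (2.58 to 2.69). Both continued to rise to D4 (51.9 and 162) and were lower at D8 (25.8 and 37.1). The log2 ratio of D8 to D4 was -2.13 for CEBPA and -1.01 for PPARG, and that of PPARG was -0.80 under median-ratio scaling.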

As expected, two critical well-documented markers involved in preadipocyte differentiation, *PPARG* and *CEBPA*, were shown to highly significant increase at D2 (Additional file 3). In the past few decades, *PPARG* and *CEBPA* have been deeply investigated for their determinant role in initiating and regulating preadipocyte differentiation [28, 29]. Besides, these two markers have been found to be involved in growth arrest of differentiation [30, 31]. Before preadipocyte differentiation, growth arrest is a necessary process for blocking the cell in the G_1_ phase [32, 33]; restricted cell proliferation has been found to appear at D2 of differentiation in human mesenchymal stem cells [32, 34]. In the G_1_/S phase, *CDK1*, *CCND1*, and *E2F1* have been shown to play a key role in regulating the cell cycle [35]. Furthermore, the expression of *CDK1* and *CCND1* decreased at the early stage of differentiation in human and porcine preadipocytes [34, 36]. Additionally, *PPARG* has been reported to control the cell cycle by decreasing the activity of E2F and CCND1 and upregulating the expression of cyclin-dependent kinase inhibitors [30, 37, 38], while *CEBPA* can repress the expression of *E2F1*, which results in the impairment of the ability of cell differentiation, and simultaneously suppresses cell proliferation [31]. 

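Between D0 and D2, CDK1, CCND1 and E2F1 fell by 2.88, 2.48 and 2.12 on the log2 scale, while PPARG and CEBPA rose by 3.16 and 2.63. The 3 cell cycle genes then differed in their course. CDK1 had FPKM of 0.681 at D2, 2.20 at D4 and 4.13 at D8, CCND1 stayed low at D4 (2.57 and 2.79) and was 7.27 at D8, and E2F1 at D4 (3.48) was back at its value at D0 (3.30). PPARG and CEBPA were at their highest at D4, when CDK1 and E2F1 had risen again. The paper sets these opposite changes at D2 beside earlier work on PPARG and CEBPA in the control of the cell cycle. It proposes that both genes might act on growth arrest by the downregulation of cell cycle genes.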

Consistent with these data, our results found that *CDK1*, *CCND1*, and *E2F1* levels decreased significantly at D2, accompanying the increase in the levels of *PPARG* and *CEBPA*, demonstrating that *PPARG* and *CEBPA* might impact growth arrest at D2, via the downregulation of cell cycle-related markers.

Conversely, compared with the early stage of differentiation (D2), cell cycle-related marker levels were also found to increase at the middle stage of differentiation (D4) (Fig. 4b and Additional file 9). This is not surprising because preadipocytes reenter the cell cycle with at least one round of mitotic clonal expansion for increasing the proportion of adipocytes after the G_1_ phase growth-arrested; this is a synchronous process for adipogenesis [26]. Moreover, mitotic clonal expansion is mainly related to the composition of fat inducers, especially insulin [39]. 

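From D2 to D4, CDK1 rose from an FPKM of 0.681 to 2.20 (log2 ratio 1.68, 95% counting interval 1.49 to 1.86), CCNA2 on chromosome 8 (102260346 to 102266274) from 2.78 to 7.57 (1.44, 1.24 to 1.64) and E2F1 from 0.753 to 3.48 (2.20, 1.90 to 2.49). CCNE2 on chromosome 4 (41802090 to 41821870) had an FPKM of 1.22 at D2 and rose by a log2 ratio of 1.03 (0.83 to 1.22), which was 0.93 under median-ratio scaling and thus under 2-fold. CCNE2 had not fallen from D0 to D2 (log2 ratio 0.61, 0.37 to 0.85). With a pseudocount of 1 the log2 ratio of CDK1 was 0.93 and that of CCNE2 0.66, both under 2-fold. On FPKM, CCND1 did not change detectably from D2 to D4 (log2 ratio 0.11, -0.04 to 0.26). Its log2 ratio depended on the scaling, with 0.32 as TPM and 0.02 under median-ratio scaling. The cells were in insulin medium without dexamethasone and IBMX between D2 and D4, and no culture without insulin was analysed here. Citing earlier work on insulin, the paper proposes that mitotic clonal expansion might be induced by insulin, with these genes as markers.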

Consistent with these results, our data supported that mitotic clonal expansion might be induced by insulin, which resulted in increased levels of cell cycle-related markers, e.g., *CDK1*, *CCNA2*, *CCNE2*, and *E2F1* (Additional file 4). As mentioned above, *CDK1* and *E2F1* are key markers for controlling the G_1_/S phase of the cell cycle. Furthermore, *CCNA2* is an important gene of the S phase of the cell cycle in combination with *CDK1*, while *CCNE2* is a critical factor of the G_1_/S phase of the cell cycle in combination with *E2F1* [35]. Hence, the upregulation of these genes might promote cell cycle process from D2 to D4. 

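COL14A1 on chromosome 4 (18690197 to 18925111) had FPKM of 2.72, 2.73, 0.987 and 4.29 at D0, D2, D4 and D8, and its log2 ratio of D4 to D2 was -1.46 (95% counting interval -1.60 to -1.31), or -0.91 with a pseudocount of 1. MFAP5 on chromosome 5 (62742520 to 62757522) had 135, 43.3, 9.09 and 95.4, and its log2 ratio of D4 to D2 was -2.25 (-2.37 to -2.13). Both were higher again at D8, with log2 ratios to D4 of 2.11 for COL14A1 and 3.39 for MFAP5. Of the 34 genes in the list of fibrillar collagen and matrix genes, 5 fell and 3 rose at least 2-fold between D2 and D4.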

Interestingly, our data indicated that extracellular matrix-related genes such as *COL14A1* and *MFAP5* were downregulated at D4, compared to D2 (Additional files 4 and 9). *COL14A1* is a gene encoding fibril-associated collagen; it has been shown to have an antiproliferative role in reducing de novo DNA synthesis in 3T3-L1 preadipocytes [40]. *MFAP5* encodes a microfibril-associated glycoprotein and its expression levels were reduced during human preadipocyte differentiation [41]. Here, the downregulation of these extracellular matrix-related genes at D4 might be associated with the changes of the adipocyte morphology, but additional investigation is required to decipher the role of the extracellular matrix in porcine adipogenesis.

From D4 to D8, lipid droplets grow larger and eventually form the mature adipocytes. Interestingly, the levels of many important markers related to actin cytoskeleton remodeling, e.g., *ARPC2*, *ARPC3*, and *DSTN*, were found to significantly increase at the later stage of differentiation (Additional files 5 and 10). 

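ARPC2 on chromosome 15 (120297122 to 120328795) rose from an FPKM of 56.2 at D4 to 126 at D8, a log2 ratio of 1.17 (95% counting interval 1.13 to 1.21). ARPC3 on chromosome 14 (31814382 to 31823452) rose from 174 to 353 (1.02, 0.98 to 1.06) and DSTN on chromosome 17 (25998830 to 26050354) from 92.5 to 278 (1.59, 1.56 to 1.62). When FPKM was rescaled to TPM, the log2 ratios of ARPC2 and ARPC3 were 0.97 and 0.82 and no longer reached 2-fold, whereas under median-ratio scaling they were 1.38 and 1.23. TPM divides by the sum of FPKM over all genes, which was 1046780 at D4 and 1199670 at D8. The signal recognition particle RNA gene LOC102723301 alone made up 443535 and 584856 of these sums. The lower ratios as TPM therefore depend in part on this 1 RNA. The FPKM of ARPC2, ARPC3 and DSTN at D0 had been 179, 382 and 278. The log2 ratio of D8 to D0 was -0.51 for ARPC2 and -0.12 for ARPC3, and the ratio of DSTN was 1.00. The signs for ARPC3 (0.04 under median-ratio scaling) and DSTN (-0.24 as TPM) depended on the scaling. Citing earlier work that ties the actin cytoskeleton to lipid droplets, the paper proposes that the increase at D8 might help mature adipocytes to form.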

As two major components of the actin cytoskeleton, *ARPC2* and *ARPC3* play an important role in adherens junction and intracellular motility of lipid vesicles [42, 43]. The knockdown of the ARP2/3 complex severely disrupted adipocyte differentiation [44]. *DSTN* is another actin-depolymerizing factor, and its knockdown inhibited adipocyte differentiation of human stromal stem cells [45]. Because the actin cytoskeleton is closely related to lipid droplet formation of the adipocytes [46], upregulation of these actin cytoskeleton-related genes at D8 might contribute to the formation of mature adipocytes at the later stage of differentiation. Meanwhile, we observed that the levels of other well-investigated markers associated with lipid lipolysis, e.g., *ABHD5*, *LIPE*, *PNPLA2*, and *ACOX1*, were significantly reduced at D8, compared to D4 (Additional file 5). 

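From D4 to D8, ABHD5 on chromosome 13 (27006331 to 27053760) fell from an FPKM of 157 to 68.5, a log2 ratio of -1.20 (95% counting interval -1.25 to -1.15). LIPE fell from 31.9 to 10.3 (-1.63, -1.70 to -1.56) and PNPLA2 on chromosome 2 (513065 to 517962) from 17.9 to 7.14 (-1.33, -1.44 to -1.22). The ratio of ABHD5 was -0.99 under median-ratio scaling. These 3 genes were still higher at D8 than at D0, by 1.78, 3.66 and 1.40 on the log2 scale. The list of 24 genes of lipolysis and beta-oxidation had a median log2 ratio of -0.42 between D8 and D4 (percentile 0.39). In it, 5 genes were at least 2-fold down and 0 at least 2-fold up. For 23 genes of fatty acid and triglyceride synthesis the median was -0.40 (percentile 2.48), with 5 genes at least 2-fold down and 2 up. Without the filter on low FPKM, the synthesis list lay inside percentiles 2.5 and 97.5. Under median-ratio scaling the medians were smaller, with -0.21 for lipolysis and beta-oxidation and -0.19 for synthesis, and both lists stayed under percentile 2.5. Together with the triglyceride contents, the paper proposes that reduced lipolysis led to the change in triglycerides.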

Previously, *ABHD5*, *LIPE*, and *PNPLA2* were confirmed to be the master regulators of tricylglycerol hydrolysis [47–49], while ACOX1 is the first enzyme involved in the fatty acid beta-oxidation process [50]. Combined with the increase in triglyceride levels, these data support the claim that the changes of triglyceride phenotype might result from the downregulation of lipid lipolysis-related markers.

More importantly, compared to the initial phase of differentiation (D0), we discovered that the common DE mRNAs during the entire differentiation process were mainly involved in lipid metabolic and cell differentiation processes (Additional file 14). 

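In all 3 comparisons with D0, LIPE, PLIN1, DGAT2, PNPLA2, LPL, SCD, PPARG, APOE and ADIPOQ were at least 2-fold up. The largest log2 ratios were those of DGAT2 (5.97 at D2, 8.47 at D4 and 8.18 at D8), followed by PLIN1 at D2 and D4 (3.98 and 6.55) and by ADIPOQ at D8 (5.38, with 5.30 for PLIN1). The order of the first 2 rests on 17 reads of DGAT2 at D0, since with a pseudocount of 1 PLIN1 was above DGAT2 at D2 (3.50 and 3.27) and D4 (6.04 and 5.67). Among the 9 genes, the smallest were those of PNPLA2 (1.73, 2.73 and 1.40). SCD on chromosome 14 (111461560 to 111478033) had FPKM of 31.5, 249, 1053 and 772 at D0, D2, D4 and D8, from between 14167 and 466602 reads. APOE on chromosome 6 (51373113 to 51375333) had 33.3, 148, 736 and 719, and ADIPOQ on chromosome 13 (124633906 to 124646237) had 29.6, 179 and 158 at D2, D4 and D8. Each of the genes was highest at D4, but for APOE and ADIPOQ the difference between D4 and D8 was small and its sign changed under median-ratio scaling (log2 ratios of 0.18 and 0.04). From their change over the whole process, the paper proposes that these markers play critical roles in the phenotypic changes.

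**Figure D4:**
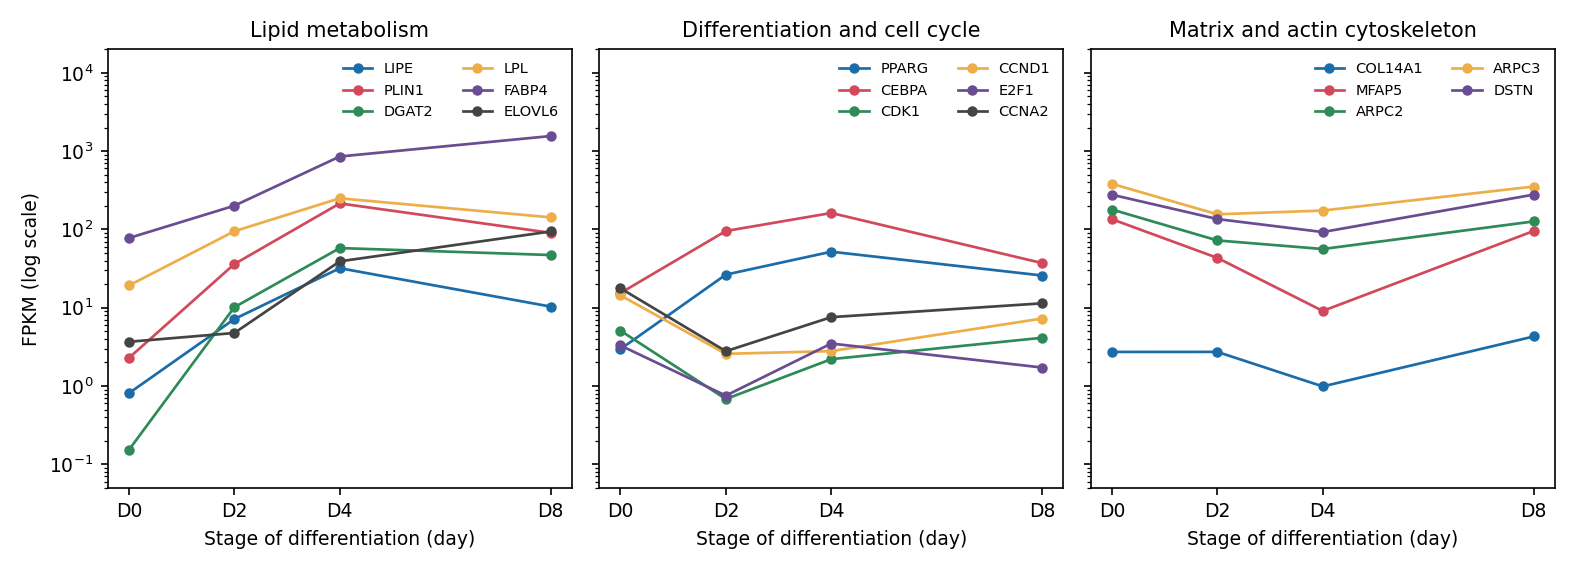
FPKM on a log scale against the stage of differentiation (D0, D2, D4 and D8) for genes of lipid metabolism, of differentiation and the cell cycle, and of the matrix and actin cytoskeleton. Each point is 1 library pooled from 3 piglets, without error bars because there are no replicates; PPARG rose from 2.95 at D0 to 51.9 at D4, and CDK1 fell from 5.09 at D0 to 0.681 at D2.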

The levels of many well-known key markers, e.g., *LIPE*, *PLIN1*, *DGAT2*, *PNPLA2*, *LPL*, and *SCD* for lipid metabolic process, *PPARG* for cell differentiation, and *APOE* and *ADIPOQ* for both these processes, changed significantly during the entire differentiation process (Additional file 13), suggesting that these markers might play critical roles in phenotypic changes during the differentiation. In addition, the co-expressed network of the common DE lncRNAs and their target common DE mRNAs revealed that 36 lncRNAs targeted 132 lipogenesis-related mRNAs, indicating that these lncRNAs might participate in adipogenesis by positively or negatively regulating their target mRNAs (Fig. 6 and Additional file 15). 

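The trans part of the network holds 671 positive and 655 negative connections. As the listed connections are the pairs with the same or the opposite order of the 4 stages, their number can be set beside that of all common DE mRNAs. For this, 10000 random sets of 132 mRNAs were drawn from the 393 common DE mRNAs read from the paper's list, whereas its text gives 394. In these sets, the 36 lncRNAs shared or reversed the order of the stages in a median of 1307 pairs. Of the sets, 95% lay between 1175 and 1444 pairs. The network's 1326 pairs lay at percentile 61.0 of these sets.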

For example, the co-expressed network showed that multiple lncRNAs could interact with *PPARG*, which is a decisive marker in adipogenesis (Fig. 6 and Additional file 15). Consequently, our results provide new evidence that lncRNAs are involved in porcine preadipocyte differentiation.

## Conclusions

In summary, a genome-wide view of the expression profiling of mRNAs, lncRNAs, and circRNAs during porcine subcutaneous preadipocyte differentiation was investigated. Moreover, a large number of DE genes, which could contribute to the phenotypic changes in adipocytes at different stages of differentiation, were further identified. Our study provides a comprehensive basis for the expression levels of various RNAs during adipocyte differentiation, thus giving us a novel clue for understanding the mechanism of the molecular regulation of subcutaneous adipogenesis in pigs.

## Additional files

Additional file 1: Primers of quantitative real-time RT-PCR.

Additional file 2: List of expressed genes during porcine preadipocyte differentiation. Gene ID, FPKM or SRPBM value, gene name, biotype, position and description of all acquired genes with FPKM or SRPBM ≥1 in more than 50% of samples during porcine preadipocyte differentiation.

Additional file 3: List of differentially expressed (DE) genes for D2 vs D0. Gene ID, fold change, gene name, biotype, and position of differentially expressed mRNAs, lncRNAs, and circRNAs between D2 versus D0.

Additional file 4: List of differentially expressed (DE) genes for D4 vs D2. Gene ID, fold change, gene name, biotype, and position of differentially expressed mRNAs, lncRNAs, and circRNAs between D4 versus D2.

Additional file 5: List of differentially expressed (DE) genes for D8 vs D4. Gene ID, fold change, gene name, biotype, and position of differentially expressed mRNAs, lncRNAs, and circRNAs between D8 versus D4.

Additional file 6: List of differentially expressed (DE) genes for D4 vs D0. Gene ID, fold change, gene name, biotype, and position of differentially expressed mRNAs, lncRNAs, and circRNAs between D4 versus D0.

Additional file 7: List of differentially expressed (DE) genes for D8 vs D0. Gene ID, fold change, gene name, biotype, and position of differentially expressed mRNAs, lncRNAs, and circRNAs between D8 versus D0.

Additional file 8: GO terms for upregulated and downregulated mRNAs, lncRNAs, and circRNAs from D2 vs D0. Terms marked gray background represent significant enrichment, while other terms represent non-significant enrichment.

Additional file 9: GO terms for upregulated and downregulated mRNAs, lncRNAs, and circRNAs from D4 vs D2. Terms marked gray background represent significant enrichment, while other terms represent non-significant enrichment.

Additional file 10: GO terms for upregulated and downregulated mRNAs, lncRNAs, and circRNAs from D8 vs D4. Terms marked gray background represent significant enrichment, while other terms represent non-significant enrichment.

Additional file 11: GO terms for upregulated and downregulated mRNAs, lncRNAs, and circRNAs from D4 vs D0. Terms marked gray background represent significant enrichment, while other terms represent non-significant enrichment.

Additional file 12: GO terms for upregulated and downregulated mRNAs, lncRNAs, and circRNAs from D8 vs D0. Terms marked gray background represent significant enrichment, while other terms represent non-significant enrichment.

Additional file 13: List of common differentially expressed (DE) genes for three differentiation stages (D2, D4, and D8) vs D0. Gene ID, fold change, gene name, biotype, and position of common differentially expressed (DE) mRNAs, lncRNAs, and circRNAs.

Additional file 14: GO terms for common differentially expressed (DE) mRNAs, lncRNAs, and circRNAs from three differentiation stages (D2, D4, and D8) versus D0. Terms marked gray background represent significant enrichment, while other terms represent non-significant enrichment.

Additional file 15: The relationship of common DE lncRNAs and their targeted common DE mRNAs involved in lipid metabolic and cell differentiation processes.

## Abbreviations

ANOVA: Analysis of variance
BWA-MEM: Burrows-Wheeler Aligner-maximal exact match
CircRNA: Circular RNA
CIRI: CircRNA identifier
CNCI: Coding-non-coding index
CPAT: Coding potential assessing tool
CPC: Coding potential calculator
D0: Day 0
D2: Day 2
D4: Day 4
D8: Day 8
DE: Differentially expressed
DMI: Dexamethasone, 3-isobutyl-1-methylxanthine, and insulin
FBS: Fetal bovine serum
FDR: False discovery rate
FPKM: Fragments per kilobase of transcript per million reads mapped
GEO: Gene expression omnibus
GO: Gene ontology
IMF: Intramuscular fat
kb: kilobase pairs
LncRNA: Long non-coding RNA
MiRNA: MicroRNA
mRNA: Messenger RNA
PBS: Phosphate-buffered saline
PFAM: Protein folding domain database
qRT-PCR: Quantitative real-time RT-PCR
RIN: RNA integrity number
RNA-Seq: RNA sequencing
rRNA: Ribosomal RNA
SnoRNA: Small nucleolar RNA
SnRNA: Small nuclear RNA
SRPBM: Spliced reads per billion mapping
tRNA: Transfer RNA

How the deposited data were processed for this re-analysis (not part of the article)

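Subcutaneous preadipocytes of 3 piglets were differentiated in culture, and equal amounts of RNA from the 3 piglets were pooled into 1 library for each of the stages D0, D2, D4 and D8. The 4 libraries therefore hold no replicates. Stage and library cannot be told apart, and no p-value or test presented here compares stages. The authors trimmed the reads, aligned them to the pig reference genome with HiSAT2, assembled lncRNAs, and deposited FPKM (fragments per kilobase of transcript, scaled by the fragments counted in the library) for 22944 mRNAs, lncRNAs and other genes. For 8623 circRNAs, the authors used BWA-MEM and CIRI with a minimum of 2 junction reads and deposited SRPBM, which is junction reads scaled by all reads mapped by BWA-MEM. One column of each file holds both units, and the biotype of the feature tells them apart. In all, 31567 features were listed, 20259 of them were paired with the reference annotation by symbol, start and end, and 24 gene names had been turned into dates and were left as they were.

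Read numbers were computed from the deposited values. The library totals behind FPKM, 75387428 at D0, 54987801 at D2, 74358922 at D4 and 54128151 at D8, were computed from the read counts and normalized counts in the paper's lists of DE genes. A gene length in whole bases that turns the 4 FPKM values of a gene into whole reads was then searched for each gene and found for 22944 of 22944. Of 8971 values that could be compared with the paper's counts, 8636 (96.3%) were equal, and for the other genes of the paper's lists the length was set from the paper's counts, so that the read numbers of those genes are not independent of the paper. The reads recovered in this way added up to 99.2% of the library total at D0, 99.3% at D2, 99.3% at D4 and 99.3% at D8. For circRNAs, 100% of the SRPBM values were whole numbers of junction reads, with totals of 53207 at D0, 43989 at D2, 51074 at D4 and 37480 at D8. In simulated data, 96.2% of the recovered read numbers were equal to the simulated ones and the others were whole fractions of them.

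Reliably expressed genes had FPKM or SRPBM of at least 1 in at least 3 of the 4 libraries, as in the paper's methods. DE mRNAs and DE lncRNAs were the reliably expressed ones with a ratio of at least 2 in either direction on log2(FPKM + 0.01), without a test. DE circRNAs had a ratio of at least 2 in junction reads scaled by the total of junction reads and a Benjamini-Hochberg FDR under 0.05 by the MARS formula of DEGseq, recomputed here, with 0 reads set to 1. That test compares the reads of 2 libraries and takes counting error as the only source of variation. In data simulated for 2 libraries, it called 95% of 200 circRNAs that had been changed 4-fold, and 1.32% of the unchanged ones, so that 26 of its 216 calls (12.0%) were false, above the nominal FDR. The changed circRNAs were drawn only from those with many expected reads, above the D0 median of 10 for reliably expressed circRNAs. The 95% therefore does not hold for circRNAs with fewer reads. The simulation was drawn once, and its 4-fold rises added more reads to the library total than its 4-fold falls removed. The share of false calls may come in part from that total. The 5 comparisons of the paper were made, and common DE genes were DE in each of the 3 comparisons with D0. The 95% intervals of log2 ratios were computed from the read numbers and cover counting error only, and shares of reads have 95% Wilson intervals.

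The shift of a list of genes was its median log2 ratio over the reliably expressed genes of the list, set beside 10000 random lists of the same size matched on mean FPKM in 20 bins. The 18 lists were written before the data were examined but after reading the paper, and those for its processes include genes that it names. Of 20 simulated lists shifted by 1 on the log2 scale, 20 reached percentile 97.5, and of the unshifted lists 2 fell outside percentiles 2.5 to 97.5. For the network, pairs of the paper's 36 lncRNAs and 132 mRNAs were counted by the size of the Pearson coefficient over the 4 libraries and by the order of the stages, and no coefficient is given for any pair. For the trans-targets of lncRNAs, mRNAs were counted that had a Pearson coefficient of at least 0.9 with at least one DE lncRNA. With both signs counted, the shares ran from 68.6% (D4 vs D2, upregulated lncRNAs) to 89.1% (D4 vs D0, upregulated lncRNAs). A parental gene of a circRNA was a gene on the same strand around both ends of the junction. Numbers of genes per GO term are the paper's, and the enrichment was not repeated.

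The genes named are those that the paper names in its text or in Fig. 7 and, for each class of RNA, the 2 features with the largest rise and the 2 with the largest fall from D0 among the common DE features with FPKM of at least 10, or at least 50 junction reads, in one library, as the mean of the 3 log2 ratios. A gene that the paper names is not reported here. Alternatives were another pseudocount (0.1 or 1), no filter on low FPKM, median-ratio scaling of the libraries, FPKM rescaled to TPM, another number of libraries for reliably expressed genes, and for circRNAs another ratio, unadjusted p-values, the Fisher exact test, scaling by all mapped reads, a minimum of 10 reads and the addition of 0.5 reads. A pair of alternatives was chosen after seeing the data. The first applies the MARS formula to the recovered reads of mRNAs and lncRNAs, and the second was fitted to the paper's lists of circRNAs, with a ratio of at least 1.5, an unadjusted p-value under 0.05, 0 reads set to 0.5 and at least 5 reads. The qRT-PCR, triglyceride and Oil Red O measurements and the classes of circRNAs were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.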

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

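Of the tests below, that of the share of reads outside the library total, and the comparison with all mapped read pairs, were chosen only after the result was seen. None of them separates a stage from its library, since each stage was sequenced as 1 pooled library. The gene lists below were picked for a median log2 ratio to D0 of at least 1 in size over at least 10 genes. They are therefore selected for large shifts, and this rule was settled only after the results were seen.

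Genes of smooth muscle and myofibroblasts, a list that the paper does not discuss, were lower after D0, with a median log2 ratio of -2.71 at D2 and -2.88 at D4 over 16 reliably expressed genes. Between D4 and D8, 16 of 16 genes rose, with a median of 1.95, and at D8 the median relative to D0 was -0.70. Under median-ratio scaling the shift at D4 was -2.93, so that the scaling of the libraries does not account for it. At D4, 16 of 16 genes were lower than at D0, so that it does not rest on a few genes. Among genes with at least 200 reads in both libraries the shift was -2.88, so that low read numbers do not account for it either. A biological candidate explanation is the change from fibroblast-like preadipocytes to rounded cells during differentiation, which the paper describes under the microscope, and which remains a hypothesis. The rise of 16 of 16 genes from D4 to D8 goes against it, since the paper describes cells that go on filling with lipid until D8. A difference between the pooled libraries, or in the share of another cell type in the cultures, was not tested.

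Genes of the type I interferon response were higher after D0, with a median log2 ratio of 1.21 at D4 and 1.13 at D8 over 22 genes. The paper names the cellular response to type I interferon only for the targets of lncRNAs upregulated between D4 and D2. Under median-ratio scaling the shift at D4 was 1.15, and 20 of 22 genes moved in its direction. Among genes with at least 200 reads in both libraries it was 1.13. Scaling, a few genes of the list and low read numbers therefore do not account for the shift. It may come with differentiation or with time in culture, since D0 is also the shortest culture, and the design has no culture kept without inducers to tell these apart.

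Genes of the glucocorticoid response, which the paper does not discuss, were higher than at D0, with a median log2 ratio over 12 genes of 2.62 at D2, 2.58 at D4 and 1.56 at D8. At D8, 7 of the 12 genes were higher than at D0 and 5 were lower, so that the shift at D8 rests on part of the list. Under median-ratio scaling the shift at D4 was 2.52, and 10 of 12 genes moved in its direction. Among genes with at least 200 reads in both libraries the shift at D4 fell to 1.94. Neither scaling nor low read numbers nor a few genes account for the whole of the shift at D4. A biological candidate explanation is the dexamethasone of the induction medium, which was present until D2. From D4 to D8, 10 of the 12 genes were lower, with a median of -1.20. Although dexamethasone was withdrawn at D2, the median had not fallen by D4 (0.38 between D4 and D2), which a direct and short-lived response would not give, and no culture without dexamethasone was available for a test.

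The signal recognition particle RNA gene LOC102723301, which the paper does not discuss, held 12.4% of the reads at D0, 17.1% at D2, 12.5% at D4 and 16.5% at D8. The number of its reads was similar in the 4 libraries (9376712, 9416517, 9300573 and 8927316), while the library totals were smaller at D2 and D8. The 95% Wilson intervals, 17.11% to 17.13% at D2 and 12.50% to 12.52% at D4, cover counting error only. If short non-coding RNAs had in general been recovered better at D2 and D8, the shares of tRNA, miRNA and rRNA genes would be higher there too, but this held for 0 of the 3 classes. They held only 0.066%, 0.144% and 0.0976% of the reads at D0, and rRNA had been depleted. Better recovery of RNAs such as LOC102723301 is therefore not excluded by these classes. If fewer mapped reads entered the total at D2 and D8, the total as a percentage of mapped read pairs would be lower there. It was 99.1% at D0, 81.8% at D2, 90.3% at D4 and 92.9% at D8, so that D2 had the lowest total, but D8 exceeded D4 by 2.51 percentage points. Relative to all mapped read pairs, the share was 12.3% at D0, 14.0% at D2, 11.3% at D4 and 15.3% at D8. Reads outside the total may therefore account for part of the difference of D2 from D0 and D4 and of D8 from D0, but not for that of D8 from D4, and the share was still higher at D2 and D8. Other causes, technical or biological, were not tested. A larger share of one RNA lowers the FPKM of the others, and the effect of other scalings on the results is given with the dependence on the processing. TPM does not remove this effect, since LOC102723301 also enters the sum of FPKM by which TPM divides.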

How the results depend on the processing

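Counts of DE mRNAs and DE lncRNAs, their totals over the comparisons and the common DE genes, 14 counts in all, stayed within 1.5 times their value with a pseudocount of 0.1, with median-ratio scaling, with TPM and with the MARS formula on recovered reads. With TPM, DE mRNAs in D8 vs D0 rose from 669 to 1000, only just inside this limit, and those in D4 vs D2 from 467 to 646. Without the filter on low FPKM, all 14 counts changed. DE mRNAs then numbered 4793 in D2 vs D0, 3020 in D4 vs D2, 4480 in D8 vs D4, 5221 in D4 vs D0 and 3510 in D8 vs D0, with 8220 in any comparison and 1724 in common. DE lncRNAs numbered 2976, 2585, 2884, 3152 and 2826, with 4810 in any comparison and 1450 in common. With a pseudocount of 1, DE mRNAs numbered 271 in D4 vs D2, 766 in D8 vs D4 and 414 in D8 vs D0, with 253 in common, and DE lncRNAs numbered 57, 18, 43, 80 and 47 in the order of comparisons above, with 135 in any comparison and 19 in common. The cause was not tested for these changes.

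Reliably expressed mRNAs and lncRNAs stayed within 1.5 times their number when 2 or all 4 libraries had to pass, whereas circRNAs numbered 3771 and 1117. DE circRNAs changed most when the FDR was dropped. With a ratio of at least 1.5 and an unadjusted p-value under 0.05, 746 were DE in D4 vs D2, 663 in D8 vs D4 and 812 in D8 vs D0, with 276 in common, while D2 vs D0 (850) and D4 vs D0 (878) stayed within 1.5 times. With the rule fitted to the paper's lists after seeing the data, 900 were DE in D2 vs D0, 785 in D4 vs D2, 710 in D8 vs D4 and 849 in D8 vs D0, with 297 in common. The other 5 alternatives for circRNAs left the 7 counts within 1.5 times. The depth limits these calls, since the median DE circRNA had between 17 and 19 reads in the larger library. With positive Pearson coefficients alone, 1167 lncRNA-mRNA pairs passed. The cause was not tested.

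Of 50 shifts of gene lists recomputed under each of 3 alternatives, 49 kept their direction and their side of percentiles 2.5 and 97.5 with a pseudocount of 1, 48 with median-ratio scaling and 47 without the filter. With a pseudocount of 1, the S phase in D8 vs D4 (-0.38) lay inside these percentiles. Without the filter, so did fatty acid and triglyceride synthesis in D8 vs D4 (-0.40), lipolysis and beta-oxidation in D4 vs D2 (0.17) and adipocyte markers in D8 vs D4 (-0.21). Under median-ratio scaling, fibrillar collagen and matrix genes changed sign in D4 vs D2 (-0.0900) and D8 vs D4 (0.17). The cause was not tested.

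Of the 225 log2 ratios of named genes, 206 kept their direction and their side of 2-fold with a pseudocount of 1, 206 with median-ratio scaling and 211 with TPM. A pseudocount of 1 brought 19 under 2-fold. Median-ratio scaling brought 9 under 2-fold and 4 above, and changed the sign of APOE (0.18) and ADIPOQ (0.0353) in D8 vs D4, ARPC3 in D8 vs D0 (0.0404), RPLP0 (-0.0388) and PPIA (-0.0495) in D4 vs D2 and SMIM4 in D8 vs D4 (0.0633). TPM brought 4 under 2-fold and 5 above, and changed the sign of COL14A1 in D2 vs D0 (-0.25), DSTN (-0.24) and HPRT1 (-0.24) in D8 vs D0, MSTRG.65804 in D8 vs D4 (-0.0129) and MSTRG.22314 in D4 vs D2 (0.19). The sums of FPKM behind TPM were 1015150 at D0, 1210830 at D2, 1046780 at D4 and 1199670 at D8. LOC102723301 alone made up 441065, 607260, 443535 and 584856 of them. The effect of TPM therefore reflects in part the share of this 1 RNA, and TPM without it was not computed. Other causes were not tested.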

Differences from the paper's values

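Between D2 and D0, 588 circRNAs were DE here against the paper's 902. Of the alternatives set before the data were examined, a ratio of at least 1.5 with an unadjusted p-value under 0.05 (850), a ratio of at least 1.5 (622), the Fisher exact test (610) and the addition of 0.5 reads (655) came within 1.5 times of the paper's value, and scaling by all mapped reads (567) and a minimum of 10 reads (520) did not. Between D4 and D2, 436 circRNAs were DE against the paper's 787. The ratio of at least 1.5 with an unadjusted p-value (746) and the addition of 0.5 reads (538) came within 1.5 times, and the other 4 alternatives, from 435 to 487, did not. Between D8 and D4, 315 circRNAs were DE against the paper's 710, and only the ratio of at least 1.5 with an unadjusted p-value (663) came within 1.5 times, the others ranging from 332 to 422. Between D8 and D0, 473 circRNAs were DE against the paper's 850. The ratio of at least 1.5 with an unadjusted p-value (812) and the addition of 0.5 reads (602) came within 1.5 times, and the other 4, from 471 to 556, did not. Common DE circRNAs numbered 140 against the paper's 297, and only the ratio of at least 1.5 with an unadjusted p-value (276) came within 1.5 times, the others ranging from 114 to 190.

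A rule chosen after seeing the values, and fitted to the paper's lists, with a ratio of at least 1.5, an unadjusted p-value under 0.05, 0 reads set to 0.5 and at least 5 reads, called 900, 785, 710, 930 and 849 circRNAs in D2 vs D0, D4 vs D2, D8 vs D4, D4 vs D0 and D8 vs D0, 1760 in any comparison and 297 in common, which are the numbers of distinct circRNAs in the paper's lists. The paper's methods state a ratio of 2 and an FDR, whereas its lists hold 65, 68, 51, 64 and 58 circRNAs with a ratio under 2 in the same order of comparisons.

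For mRNAs and lncRNAs the differences were small. With the MARS formula on recovered reads, an alternative chosen after seeing the values and resting in part on the paper's counts, DE mRNAs numbered 1554 in D2 vs D0, as in the paper, and 2758 in any comparison, as in the paper. Pairs of lncRNAs and mRNAs with the same or the opposite order of the stages, an alternative set before the data were examined, numbered 1326, which together with the 2 cis connections makes up the paper's 1328, whereas 1773 pairs had a Pearson coefficient of at least 0.9 in size.

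In Fig. 3d more circRNAs are downregulated than upregulated between D8 and D0, whereas 246 were upregulated and 227 downregulated here.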

Other observations

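The comparison of the listed connections with the order of the stages and the tests of a mixture of RNA, of the shared rise of ribosomal protein genes and of the minimum of 2 junction reads were chosen only after the result was seen.

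The connections of the paper's network are listed with a correlation of 1 or -1. A candidate explanation is a rank correlation over the 4 stages, since 1326 of the 1326 listed trans connections join a lncRNA and an mRNA with the same or the opposite order of the stages, against 27.9% of all 4752 pairs, and since the listed connections are all such pairs. Random sets of 132 mRNAs drawn from the common DE mRNAs had a median of 1307 such pairs, and the network's number lay at percentile 60.97 of them. The number of connections may therefore reflect the response shared by common DE mRNAs rather than a choice of mRNAs for lipid metabolism and cell differentiation. With any reliably expressed mRNA, 15.7% of pairs had the same or the opposite order.

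Of the 9191 reliably expressed mRNAs, 7859 (85.5%) had an FDR under 0.05 between D2 and D0 in the test of 2 libraries. With the reads thinned to 1% of their number, 1695 passed. The number of mRNAs that pass may thus reflect the depth, since the test takes no variation between animals or libraries into account. A fall with fewer reads was bound to occur in such a test. It does not tell whether the differences between the stages are real.

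The paper's lists of DE circRNAs hold 900, 785, 710, 930 and 849 distinct circRNAs in D2 vs D0, D4 vs D2, D8 vs D4, D4 vs D0 and D8 vs D0, and 430, 346, 308, 406 and 391 of them had 0 junction reads in one of the 2 libraries. In the library with more reads, 231, 181, 209, 188 and 230 had under 10 junction reads. The smallest number above 0 was 2, so that a value of 0 may stand for 1 read. In reads simulated without any change, the ratio of at least 1.5 with an unadjusted p-value under 0.05 called a median of 101 circRNAs in D2 vs D0, where 850 passed in the data. In the other comparisons it called 98 of 746 (D4 vs D2), 100 of 663 (D8 vs D4, the highest share, 15.1%), 99.5 of 878 (D4 vs D0) and 100 of 812 (D8 vs D0). The share in D2 vs D0, 11.9%, lies between what was set beforehand for and against sampling as the explanation, so that part of the calls cannot be told apart from counting error. An unadjusted p-value under 0.05 passes about 5% of unchanged features by design, here of 2172 circRNAs. The simulated number was therefore largely set in advance by the lack of an adjustment. It does not tell whether few junction reads were the reason. With a ratio of at least 2 and the FDR, the same simulation gave a median of 0 calls in each comparison, which an FDR tends to give when nothing has changed. For that rule, a second simulation in which 200 circRNAs with many expected reads had been changed 4-fold gave 190 calls on these and 26 on unchanged circRNAs, so that 12.0% of the calls were false, more than the 5% that the FDR sets. It was drawn once, and its 4-fold rises added more reads to the library total than its 4-fold falls removed. Scaling by that total may have moved the unchanged circRNAs. Whether the rule exceeds its FDR in the data is therefore left open. Both simulations leave out variation between libraries other than counting.

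Of the 1768 mRNAs that differed between D4 and D0, 1406 (79.5%) had a value at D8 between those at D0 and D4. With median-ratio scaling the share was 81.2%, so that the scaling does not account for it. Among the 669 mRNAs that differed between D8 and D0, 38.0% had a value at D4 between those at D0 and D8, so that the 2 choices of mRNAs are not symmetric. Choosing mRNAs for a large difference between D4 and D0 by itself favours values of D8 in between, and the share that this choice alone would give was not computed, so that it may account for much of the 79.5%. A single mixture of D0-like and D4-like RNA, with 37% of the latter, came within 2-fold of D8 for 87.1% of the mRNAs and left 228 further away, whereas at least 95% within 2-fold had been set for a mixture. The best share of D4-like RNA was 23% for mRNAs higher at D4 and 55% for mRNAs lower at D4. Whether the cells partly returned towards D0 after the withdrawal of insulin at D4 cannot be told from 1 library per stage.

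RPLP0, a control of the qRT-PCR, was higher at D4 than at D0, with a log2 ratio of 0.67. Under median-ratio scaling its log2 ratio was 0.62, so that scaling does not account for the difference. Of the ribosomal protein genes, 90% had a lower log2 ratio than RPLP0, with a median log2 ratio of 0.18 over the 80 genes and 23 of them lower at D4 than at D0. A rise shared by all of them therefore does not account for the size of that of RPLP0, and whether RPLP0 rose apart from them is left open, since 90% is under the 95% set for that. No biological explanation was tested.

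Cholesterol synthesis genes, which the paper does not discuss, fell from D4 to D8 with a median log2 ratio of -1.01 over 20 genes, of which 18 were lower.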
